# The SWR1 Histone Replacement Complex Causes Genetic Instability and Genome-Wide Transcription Misregulation in the Absence of H2A.Z

**DOI:** 10.1371/journal.pone.0012143

**Published:** 2010-08-12

**Authors:** Macarena Morillo-Huesca, Marta Clemente-Ruiz, Eloísa Andújar, Félix Prado

## Abstract

The SWR1 complex replaces the canonical histone H2A with the variant H2A.Z (Htz1 in yeast) at specific chromatin regions. This dynamic alteration in nucleosome structure provides a molecular mechanism to regulate transcription, gene silencing, chromosome segregation and DNA repair. Here we show that genetic instability, sensitivity to drugs impairing different cellular processes and genome-wide transcriptional misregulation in *htz1Δ* can be partially or totally suppressed if SWR1 is not formed (*swr1Δ*), if it forms but cannot bind to chromatin (*swc2Δ*) or if it binds to chromatin but lacks histone replacement activity (*swc5Δ* and the ATPase-dead *swr1-K727G*). These results suggest that in *htz1Δ* the nucleosome remodelling activity of SWR1 affects chromatin integrity because of an attempt to replace H2A with Htz1 in the absence of the latter. This would impair transcription and, either directly or indirectly, other cellular processes. Specifically, we show that in *htz1Δ*, the SWR1 complex causes an accumulation of recombinogenic DNA damage by a mechanism dependent on phosphorylation of H2A at Ser129, a modification that occurs in response to DNA damage, suggesting that the SWR1 complex impairs the repair of spontaneous DNA damage in *htz1Δ*. In addition, SWR1 causes DSBs sensitivity in *htz1Δ*; consistently, in the absence of Htz1 the SWR1 complex bound near an endonuclease HO-induced DSB at the mating-type (*MAT*) locus impairs DSB-induced checkpoint activation. Our results support a stepwise mechanism for the replacement of H2A with Htz1 and demonstrate that a tight control of this mechanism is essential to regulate chromatin dynamics but also to prevent the deleterious consequences of an incomplete nucleosome remodelling.

## Introduction

Genome organization and function rely on the precise assembly and dynamics of chromatin. The repeating unit of chromatin, the nucleosome, is formed by 146 bp of DNA wrapped twice around an octamer of histones. Histones H3 and H4 are first assembled into a core (H3/H4)_2_ tetramer, which is the stable entity at physiological ionic strength. An H2A/H2B dimer associates on each side of the tetramer to form the histone octamer that is stabilized by the nucleosomal DNA [1]. ATP-dependent remodelling complexes, histone post-translational modifications and replacement of canonical with variant histones can later modify nucleosomes, thus altering the function of specific chromatin regions [2]–[4].

Variant histones alter the physicochemical properties of nucleosomes and thereby not only the interactions of nucleosomes with other factors but also their stability and DNA accessibility. One such variant, H2A.Z – Htz1 in yeast –, is an evolutionary conserved histone (90% sequence identity across species) with roles in transcription, silencing, genome integrity and cell cycle progression [5], [6]. Htz1 is widely distributed throughout the yeast genome (in more than 65% of the genes) occupying preferentially the nucleosomes flanking the nucleosome-free region located at the transcription start site [7]–[11]. Htz1 is enriched at the promoter of basal/repressed genes where it facilitates transcription activation by histone loss [7]–[13]. Additionally, Htz1 antagonizes silencing by collaborating in the formation of a boundary that prevents the spreading of heterochromatin proteins [14]. These mechanisms, which appear to be conserved in vertebrate cells [15], provide an explanation for the elevated number of down-regulated genes in the absence of Htz1 [14], [16], [17]. The fact that a similar number of genes is up-regulated in *htz1Δ* has also led to proposing a role for Htz1 in repression, even though no evidence has been provided yet.

H2A.Z/Htz1 is also involved in genome stability. It is a structural component of centromeres [18], [19] required for proper chromosome segregation [19], [20]. In addition, the absence of Htz1 affects DNA replication and cell cycle progression and causes lethality or sickness in combination with S-phase checkpoint mutants [21]. These results, together with the sensitivity of *htz1Δ* to drugs causing DNA damage during DNA replication [16], [17], suggest a role for Htz1 in the DNA damage response by replicative stress. Whether or not associated with these phenotypes, Htz1 is transiently recruited to double-strand breaks (DSBs) [22] but its role in DNA repair remains unclear.

H2A.Z/Htz1 is incorporated into chromatin by the Swi2/Snf2-related SWR1 complex [10], [16], [17], [23]. The 14-subunit yeast SWR1 has been extensively characterized *in vitro*. Purified SWR1 complex can specifically replace H2A/H2B with Htz1/H2B in an ATP-dependent manner [17]. Swr1 is the catalytic subunit of the complex and the main scaffold for the assembly of the remaining subunits; Swc5, Swc2, Yaf9 and Arp4 are also required for histone replacement *in vitro*. In addition, Swc2, and less strongly the N-terminal region of Swr1, are the two components that interact directly with Htz1 [24], [25]. Little is known, however, about the mechanisms of SWR1 targeting and Htz1 replacement *in vivo*. It has been shown that Swr1, Yaf9, the bromodomain-containing Bdf1 protein and the module formed by Swc2, Swc6, Arp6 and Swc3 are required for Htz1 incorporation into chromatin [9], [10], [16], [17], [23], but except for Swr1 the specific function of the remaining subunits and therefore the mechanism of replacement are still obscure.

Here we show that in the absence of Htz1 the SWR1 complex causes genetic instability, sensitivity to stress conditions and genome-wide transcriptional misregulation. Our results are consistent with a stepwise mechanism of histone replacement that, in the absence of Htz1, affects chromatin integrity and function.

## Results

### The SWR1 complex causes genetic instability in the absence of Htz1

To uncover new mechanisms by which chromatin prevents genetic instability, we have analyzed the effects on recombination of mutants affected either in structural components or in remodelling factors of chromatin. This screening revealed a new function for the histone variant Htz1 in preventing the accumulation of recombinogenic DNA damage, as shown by an increase in the frequency of both genetic recombination between inverted repeats and budded cells with foci of the recombination protein Rad52 fused to the yellow fluorescence protein (Rad52-YFP) in *htz1Δ* cells (Figure 1A and B, respectively). As expected by the fact that Swr1 is required for the incorporation of Htz1 into chromatin [17], [23], the absence of Swr1 led to similar phenotypes (Figure 1A and B). Notably, however, *htz1Δ swr1Δ* displayed levels of genetic recombination and Rad52-YFP foci close to the wild type (Figure 1A and B). These results therefore support the existence of two pathways that lead to an accumulation of recombinogenic DNA damage, one associated with *htz1Δ* that depends on Swr1, and another associated with *swr1Δ* that depends on Htz1 (Figure 1D).

**Figure 1:**
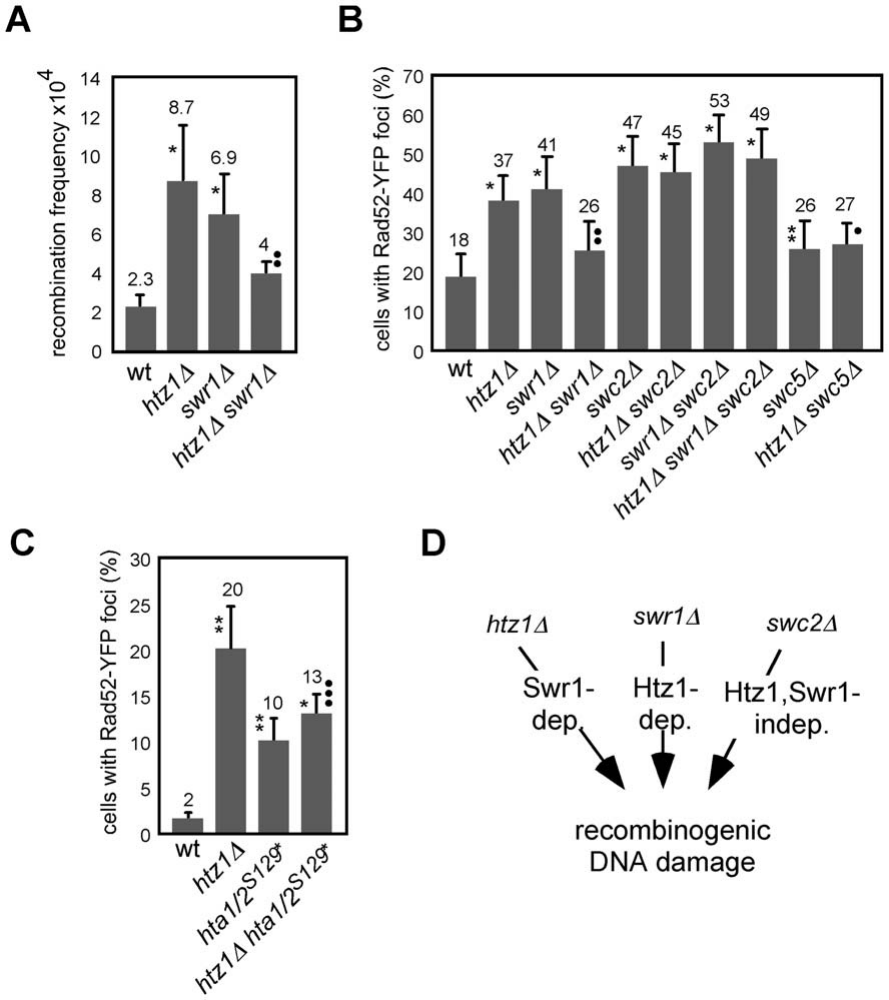
The SWR1 complex causes genetic instability in the absence of Htz1. (**A**) Effect of *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ* (BY4741) on the frequency of inverted-repeat recombination. (**B**) Effect of *htz1Δ*, *swr1Δ*, *swc2Δ*, *swc5Δ*, *htz1Δ swr1Δ*, *htz1Δ swc2Δ*, *htz1Δ swc5Δ*, *swr1Δ swc2Δ* and *htz1Δ swr1Δ swc2Δ* (BY4741) on the frequency of budded cells with Rad52-YFP foci. (**C**) Effect of *htz1Δ*, hta1/2^S129*^ and htz1Δ hta1/2^S129*^ (W303-1a) on the frequency of budded cells with Rad52-YFP foci. (**D**) Scheme with the pathways of accumulation of recombinogenic DNA damage in *htz1Δ*, *swr1Δ* and *swc2Δ*. The frequency of recombination and budded cells with Rad52-YFP foci is presented as the average and standard deviation as described in Materials and Methods. Asterisks and circles indicate statistically significant differences compared to wild type and *htz1Δ*, respectively, according to a Student's *t*-test, where one asterisk/circle represents a *P*-value <0.0001, two represents <0.005, and three represents <0.025.

The effect of Swr1 in *htz1Δ* is likely to be mediated by the SWR1 complex because SWR1 remains intact in the absence of Htz1 [24]. Given that Swr1 is essential for the integrity of the complex, we decided to study genetic stability in the absence of either Swc2 or Swc5, two SWR1 subunits required for Htz1 transfer *in vitro* but not for the integrity of the complex [24]. Swc2 binds directly to Htz1 and this interaction is responsible for most of the Htz1 bound to the complex. By contrast, Swc5 is the only subunit absent in the complex purified from *swc5Δ* cells [24], [25] and therefore a convenient mutant to explore if the phenotypes mediated by Swr1 in *htz1Δ* require the histone transfer activity of the SWR1 complex.

The absence of Swc2 increased the proportion of budded cells with Rad52-YFP foci (Figure 1B; [26]). However, this increase was also detected in the triple mutant *htz1Δ swr1Δ swc2Δ*, despite the fact that the double mutant *htz1Δ swr1Δ* does not accumulate Rad52-YFP (Figure 1B), supporting the existence of a *swc2Δ*-associated mechanism leading to Rad52-YFP foci that is independent of Swr1 and Htz1 (Figure 1D). By contrast, *swc5Δ* caused just a slight increase in the frequency of cells with Rad52-YFP foci, and more importantly, *swc5Δ* partially suppressed the hyper-recombination phenotype of *htz1Δ* (Figure 1B).

Phosphorylation of H2A is one of the earliest molecular events in response to DNA damage [27], [28] that is required for SWR1 binding to H2A *in vitro* [29] and to damaged DNA *in vivo* [30], [31]. Therefore, we analyzed the effect of a H2A mutant that cannot be phosphorylated (hta1/2^S129*^) on *htz1Δ*-induced genetic instability. As shown in Figure 1C, hta1/2^S129*^ displayed a 5-fold increase in cells with Rad52-YFP foci, consistent with its defect in NHEJ but not in HR [28], but two-fold lower than in *htz1Δ*. Importantly, the effect of hta1/2^S129*^ was epistatic over *htz1Δ*, indicating that the accumulation of Rad52-YFP in *htz1Δ* requires phosphorylation of H2A.

### The SWR1 complex causes DNA damage sensitivity in the absence of Htz1

The response to DNA damage is not similar in *htz1Δ* and *swr1Δ* cells. While *htz1Δ* is highly sensitive to the replication inhibitor hydroxyurea (HU) and the alkylating agent methyl methanesulfonate (MMS), *swr1Δ* is either resistant or moderately sensitive depending on the genetic background (Figures 2A and S1A; [16], [17]). Since the high density of cells in the drop-test assays can exacerbate growth defects and does not distinguish between lethality and slow growth, we determined the efficiency of plating in media with drug relative to the controls without drug. At the analyzed concentrations *htz1Δ* cells died in HU and grew slowly in MMS (Figure S2), consistent with the fact these two agents cause different types of replicative DNA damage. We hypothesized that DNA damage sensitivity in *htz1Δ* might be mediated by Swr1. In agreement with this possibility we observed that *swr1Δ* suppresses – totally or partially depending on the genetic background – *htz1Δ*-mediated DNA damage sensitivity (Figures 2A, S1A and S2), further demonstrating that Swr1 leads to genetic instability in the absence of Htz1. Also, we observed that both *swc2Δ* and *swc5Δ*, while displaying the same low sensitivity to HU as *swr1Δ*, suppressed *htz1Δ* lethality (Figures 2B and S2A).

**Figure 2:**
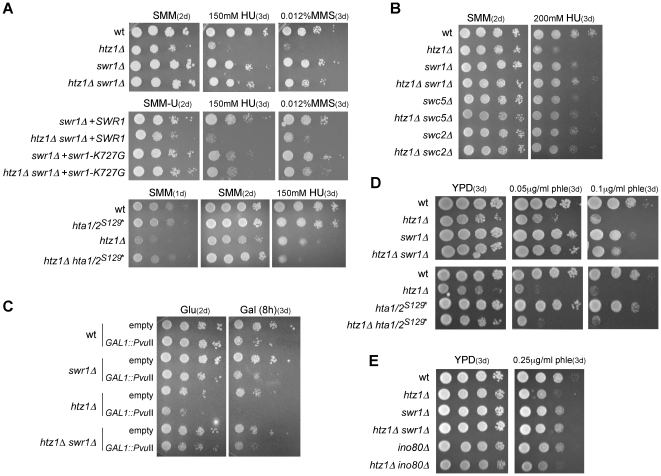
The SWR1 complex causes DNA damage sensitivity in the absence of Htz1. (**A**) DNA damage sensitivity of *htz1Δ*, *swr1Δ*, *htz1Δ swr1Δ*, hta1/2^S129*^, htz1Δ hta1/2^S129*^ and of *swr1Δ* and *htz1Δ swr1Δ* transformed with plasmids pRS416-SWR1-2Flag or p416-swr1-2Flag-k727G (W303-1a) as determined by plating ten-fold serial dilutions from the same number of mid-log phase cells onto SMM or SMM-U plates with or without HU or MMS, respectively. (**B**) DNA damage sensitivity of *htz1Δ*, *swr1Δ*, *swc2Δ*, *swc5Δ*, *htz1Δ swr1Δ*, *htz1Δ swc2Δ* and *htz1Δ swc5Δ* (BY4741) as indicated in (A). (**C**) Sensitivity of *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ* (W303-1a) to DSBs generated by expression of the endonuclease *Pvu*II from a *GAL1* promoter variant. DSB sensitivity of cells transformed with either pV10 (*GAL1*pr::*Pvu*II) or pRS316 (empty vector) was determined by plating onto SMM-U ten-fold serial dilutions from the same number of mid-log phase cells growth under non-inducing (glucose) or inducing (galactose for 8 hours) conditions. (**D**) DSB sensitivity of *htz1Δ*, *swr1Δ*, *htz1Δ swr1Δ*, hta1/2^S129*^ and htz1Δ hta1/2^S129*^ (W303-1a) as determined by plating ten-fold serial dilutions from the same number of mid-log phase cells onto YPD with or without phleomycin. (**E**) Phleomycin-induced DSBs sensitivity of *htz1Δ*, *swr1Δ*, *htz1Δ swr1Δ*, *ino80Δ* and *htz1Δ ino80Δ* (BY4733) as determined in (D). Cells were incubated at 30°C for 1–3 days as indicated.

These results suggest that DNA damage sensitivity in the absence of Htz1 requires the histone exchange activity of SWR1. To further support this point we analyzed a mutant carrying a K to G substitution in the ATP binding site of Swr1 that completely abolish its histone replacement activity but has no effect on the integrity of the complex [17]. We transformed *swr1Δ* and *htz1Δ swr1Δ* mutants with a plasmid expressing either *SWR1* or *swr1-K727G* and tested their sensitivity to HU and MMS. Expression of the wild-type but not of the Swr1 ATPase-dead protein in *htz1Δ swr1Δ* caused DNA damage sensitivity, indicating that the histone replacement activity of SWR1 is responsible for genetic instability in the absence of Htz1 (Figures 2A and S2A). Finally, and in contrast to the accumulation of Rad52 foci, *htz1Δ* sensitivity to HU was independent of H2A phosphorylation (Figure 2A).

In response to a DSB the SWR1 complex incorporates Htz1 at the proximity of the break [22], [32]. Therefore, we decided to determine whether Swr1 also lead to defective DSB repair in the absence of Htz1, as shown above for HU and MMS. To assess this possibility we first determined the sensitivity of mutant and wild type cells to DSBs generated by the endonuclease *Pvu*II expressed from a *GAL1* promoter variant with reduced basal activity [33]. While the growth of wild type and *swr1Δ* was not affected by the residual expression of *Pvu*II under non-inducing conditions and equally affected upon induction of the *GAL1* promoter for 8 hours, *htz1Δ* was highly sensitive even under residual *PvuII* expression. Remarkably, *swr1Δ* suppressed *htz1Δ* sensitivity to DSBs under both conditions (Figures 2C and S1B). Similar results were obtained with the DSB-inducing drug phleomycin; *htz1Δ* but not *swr1Δ* was highly sensitive to the drug and this sensitivity was partially or totally suppressed – depending on the genetic background – in the double mutant (Figure 2D and S1B). Further analysis showed that phleomycin caused a loss of viability in *htz1Δ* (Figure S2A). These data indicate that the absence of Htz1 at chromatin has a minor impact in DSB repair and that Swr1 causes sensitivity to DSBs in *htz1Δ*. However, and despite the fact that SWR1 has been shown to be recruited to DSBs via P-H2A [31], the phosphoacceptor mutant hta1/2^S129*^ did not suppress *htz1Δ* sensitivity to phleomycin (Figure 2D).

Since SWR1 is closely related to the chromatin remodelling complex INO80 and both SWR1 and INO80 are recruited to DSBs [29]–[31], [34], where they appear to regulate the level of Htz1 [32], we decided to address the possibility that the effect of SWR1 on DSB repair in *htz1Δ* was mediated by INO80. Figure 2E shows that both *swr1Δ* and *ino80Δ* displayed a similar low sensitivity to phleomycin-induced DSBs, consistent with the minor role, if any, played by SWR1 and INO80 in NHEJ and DSB-induced HR [31], [32]. Unlike *swr1Δ*, however, *ino80Δ* did not suppressed *htz1Δ* sensitivity, indicating that INO80 is not required for SWR1-dependent *htz1Δ* sensitivity to DSBs. Altogether, our results, performed in two genetic backgrounds, demonstrate that SWR1 causes sensitivity to a number of different DNA lesions.

### The SWR1 complex impairs DSB-induced checkpoint activation in the absence of Htz1

To understand why SWR1 affects DSB repair in *htz1Δ* we first analyzed by ChIP the binding of the SWR1 complex to an induced DSB using a Myc-tagged version of Swr1. We used a yeast strain in which an unrepairable DSB at the mating-type (*MAT*) locus can be synchronously generated by continuous expression of the endonuclease HO from the galactose-inducible *GAL1* promoter, and in which the deletion of the donor sequences *HML* and *HMR* prevents the repair of the DSB by HR (Figure 3A; [35]). The efficiency of HO-induced cleavage at *MAT* was reduced as compared with previous results due to growth conditions (minimal versus rich medium; data not shown) and slightly affected in *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ* (Figure 3B; [22]). As shown in Figure 3C, and in contrast to a previous result [31], Swr1 was present at *MAT* before formation of the DSB and this binding was not altered over HO digestion. The accumulation of SWR1 at *MAT* before cleavage was not due to incomplete repression of the *GAL1* promoter in raffinose because a similar enrichment was detected in glucose (data not shown). Also, Swr1 binding to *MAT* before and after DSB formation was not affected in *htz1Δ*, indicating that the absence of Htz1 has no effect on SWR1 binding to intact and broken DNA molecules.

**Figure 3:**
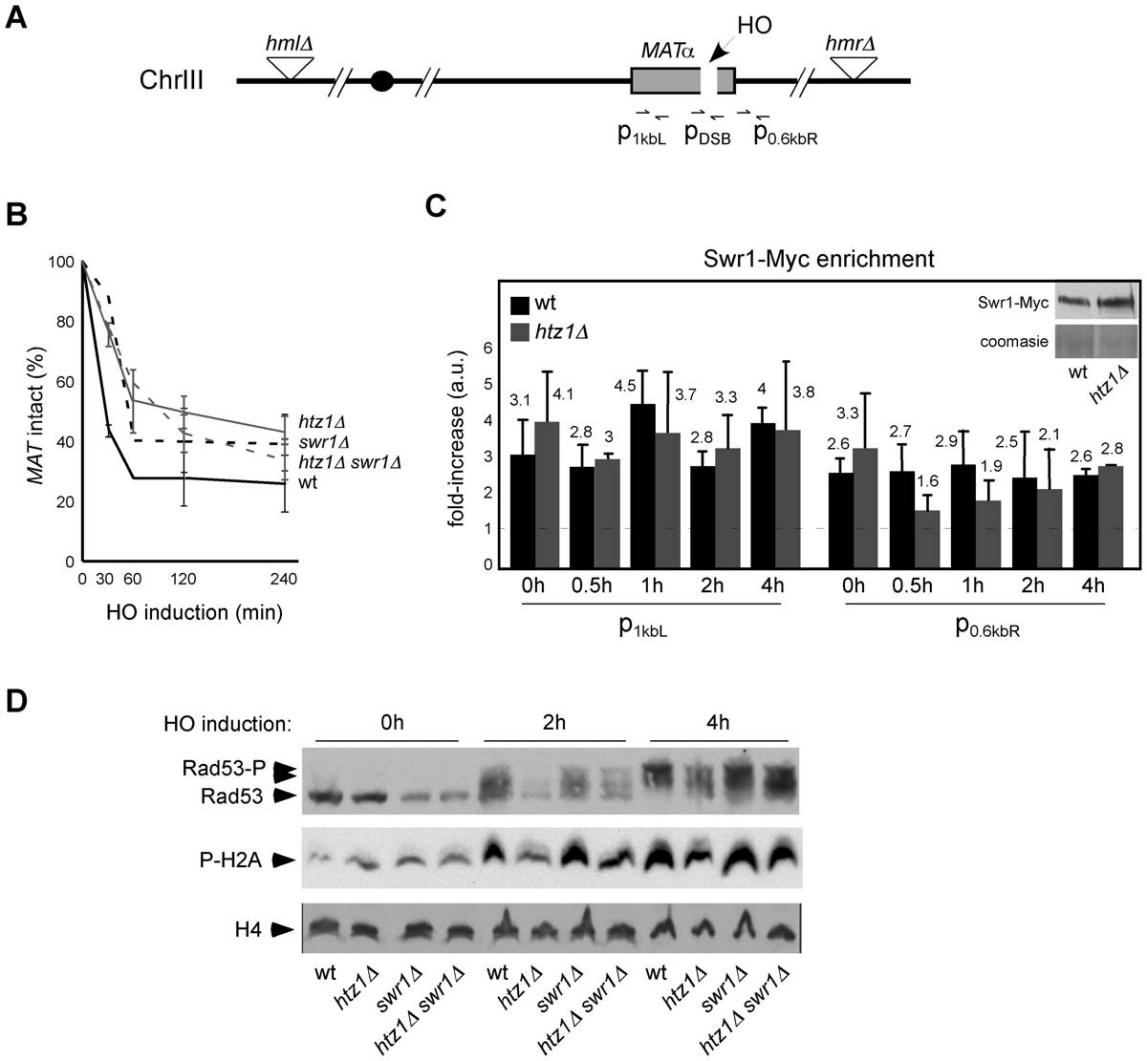
The SWR1 complex impairs DSB processing in the absence of Htz1. (**A**) Schematic representation of the *MAT* locus and deleted *HML* and *HMR* donor sequences at chromosome III. The position of the DNA fragments amplified by qPCR for cleavage efficiency and ChIP analysis is indicated. (**B**) Accumulation of HO-induced DSBs at *MAT* over time. (**C**) Swr1-Myc enrichment at both sides of the cleavage site at *MAT* by ChIP analysis. Both input and ChIP DNA were amplified by real-time PCR with amplicons situated at the regions shown in (A) (see Table S4 for oligos). The enrichment at each zone is graphed relative to the enrichment in the wild-type strain incubated with IgG, taken as 1. Similar results were obtained using as a control the untagged strain incubated with the anti-Myc antibody. (**D**) DSB-induced phosphorylation of Rad53 (Rad53-P) and histone H2A (P-H2A) over HO digestion by western blot. All the experiments were performed in JKM179.

It is well established that during DSB repair the 5′-ends generated upon the break are resected leaving 3′-ended single-strand DNA molecules that trigger the activation of the DNA damage checkpoint [36]. Notably, processing of the break has been shown to be different in *htz1Δ* and *swr1Δ* mutants. DNA resection and checkpoint activation – as determined by accumulation of phosphorylated H2A (P-H2A) and Rad53 (P-Rad53) – are affected during HO endonuclease-induced DSB repair in *htz1Δ* [22] but not in *swr1Δ* [31], [32]. We hypothesized that SWR1 might impair DSB processing in the absence of Htz1. To address this possibility we followed the accumulation of P-H2A and P-Rad53 in response to an unrepairable DSB at the *MAT* locus (Figure 3D). As previously shown, the kinetics of Rad53 and histone H2A phosphorylation were not affected in *swr1Δ* and delayed in *htz1Δ* despite equivalent cleavage efficiencies. More importantly, the absence of Swr1 suppressed the defect in checkpoint activation associated with *htz1Δ* (Figure 3D).

### Swr1 causes sensitivity to stress conditions in *htz1Δ*

In addition to DNA damage, *htz1Δ* and *swr1Δ* have been reported to be sensitive to stress conditions that impair different cell processes. In particular, they are sensitive to the microtubule polymerization inhibitor benomyl, a result consistent with their genetic interactions with mutations in components of the kinetochore and the Swr1-mediated deposition of Htz1 at centromeric regions [19]. However, this sensitivity is more pronounced in *htz1Δ* than in *swr1Δ* (Figures 4A; [16], [19]). The absence of Htz1 has also been shown to cause sensitivity to the denaturing agent formamide and to the phosphatidylinositol-3-OH kinase related kinases (PIKKs) inhibitor caffeine, these sensitivities also being high in *htz1Δ* and moderate in *swr1Δ* (Figures 4A [16]). Finally, the absence of both Htz1 and components of SWR1 display synthetic growth defects with the absence of the transcriptional elongation factor Dst1 [23], a result that, together with the sensitivity of *htz1Δ* to the transcriptional elongation inhibitor 6-azauracil (6-AU) [37], points to a role for Htz1 during transcription elongation. We observed that *htz1Δ* sensitivity to 6-AU was less pronounced in *swr1Δ* than in *htz1Δ* (Figure 4B). In all cases, however, the differential sensitivity to drugs of *htz1Δ* as compared to *swr1Δ* was dependent on genetic background (compare Figure 4 with S1C). In addition, these drugs did not lead to a significant loss of viability and only in the case of formamide to a dramatic slow growth, being the growth defects exacerbated by the drop-test assay (Figure S2). More importantly, our study in two different genetic backgrounds showed that the absence of Swr1 suppresses the growth defects of *htz1Δ* under all tested stress conditions, including unperturbed conditions (Figures 4, S1C and S2).

**Figure 4:**
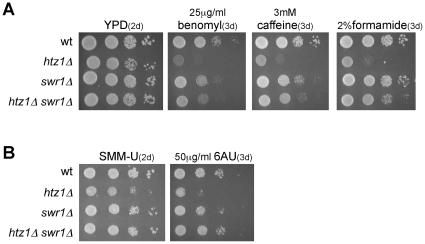
Swr1 causes sensitivity to stress conditions in the absence of Htz1. Stress sensitivity of *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ* (W303-1a) as determined by plating ten-fold serial dilutions from the same number of mid-log phase cells onto YPD plates with or without benomyl, caffeine or formamide, or SMM without uracil (SMM-U) plates with or without 6-AU. Cells were incubated at 30°C for 2–3 days as indicated.

### The SWR1 complex causes transcriptional misregulation in the absence of Htz1

A number of studies have provided strong genetic and molecular evidence for a function of Htz1 in transcription regulation [7], [9], [10], [14], [17], [23]. Interestingly, comparison of the genome-wide transcription profiles for *htz1Δ* and *swr1Δ* showed a high percentage of genes whose misregulation was specific to each mutation, a result that suggested the existence of non-overlapping functions for Swr1 and Htz1. This effect was particularly relevant in the case of *htz1Δ* with percentages of 86% and 64% of the total amount of *htz1Δ* up- and down-regulated genes, respectively [17]. In light of our previous results we decided to explore the possibility that Swr1 caused transcriptional misregulation in *htz1Δ*. With this aim the transcription profiles of single and double mutants and wild-type cells were determined by whole-genome microarray analysis (Figure 5 and Tables S1 and S2). 

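The data are 24 Affymetrix Yeast Genome 2.0 arrays, 1 for each of 3 independent cultures of 8 strains in mid-log phase. The strains are wild type, *htz1Δ* (no H2A.Z), *swr1Δ*, *swc2Δ* and *swc5Δ* (each without 1 subunit of the SWR1 complex) and the 3 double mutants with *htz1Δ*. The authors' deposited log2 expression values (RMA) of 5498 probe sets, each assigned to 1 yeast gene, were compared between strains with limma, 1 mean per strain over all arrays. A probe set, called a gene here, is up- or down-regulated at an adjusted p under 0.05 and a change over 2-fold. It is suppressed in a double mutant at an adjusted p under 0.05 and a change over 1.5-fold against its direction in *htz1Δ*. The *swr1Δ*, *swc2Δ* and *swc5Δ* arrays lie at other levels than the rest, with medians of 9.29 to 9.30, 10.06 to 10.10 and 9.97 to 9.99 against 9.71 to 9.77. Each of these 9 arrays was therefore mapped by rank to the mean distribution of the other 15, a choice made after counts under 4 scalings had been seen, and a departure from the planned fit, which used the values as deposited. Any difference between these 3 strains and the others may hold a difference in array processing, which the design cannot separate from the mutation. The 32 gene lists tested with camera were fixed before the data were examined, but after Table S2 of the paper had been seen. Some, such as those for phosphate, arginine and general stress genes, are therefore not blind to these arrays.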

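The deleted genes identify the strains. *HTZ1*, the gene of H2A.Z, fell by 7.10 on the log2 scale in *htz1Δ* (standard error 0.08, adjusted p = 2.6e-22, n = 3 cultures per strain) with changes of -7.45, -7.23 and -7.35 in its doubles with *swr1Δ*, *swc2Δ* and *swc5Δ*. *SWR1*, the ATPase of the complex, fell in *swr1Δ* (-5.89) and *htz1Δ swr1Δ* (-6.50). *VPS72*, the gene of Swc2, fell in its single and double mutant (-5.51 and -5.02), and so did *SWC5* (-5.25 and -5.11). Where they are intact, both partners rose. *HTZ1* mRNA increased by 1.00 in *swr1Δ* (standard error 0.08, adjusted p = 5.4e-08), 1.05 in *swc2Δ* (4.9e-08) and 1.25 in *swc5Δ* (3.5e-09). *SWR1* mRNA increased by 0.80 in *htz1Δ* (standard error 0.18, adjusted p = 0.0012), 1.22 in *swc2Δ* (4.6e-05) and 0.75 in *swc5Δ* (0.0032). The p values are from limma.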

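The largest rise in *htz1Δ* outside the deleted genes was in *ARG3*, an enzyme of arginine synthesis, from a log2 expression of 9.01 ± 0.61 to 12.55 ± 0.46 (SD, n = 3 cultures; log2 fold change 3.54, standard error 0.85, adjusted p = 0.0021, limma). On *swc5Δ* replicate 1, a culture with *HTZ1* intact, *ARG3* lay at 13.23, against 8.05 and 8.21 on replicates 2 and 3. *ADA2*, a subunit of the SAGA histone acetyltransferase, rose from 5.50 ± 0.40 to 8.58 ± 0.10 (3.09, standard error 0.22, adjusted p = 4.8e-09). The mating genes *PRM6* (2.84, standard error 0.34, adjusted p = 2.3e-06) and *PRM1* (2.00, standard error 0.23, adjusted p = 1.4e-06) rose as well. *PHO84*, the high-affinity phosphate transporter, fell most, from 12.40 ± 0.65 to 8.09 ± 0.25 (-4.30, standard error 0.90, adjusted p = 6.5e-04), followed by *SSP1*, a gene of spore formation (-3.71, standard error 0.21, 2.5e-10). Of 16 genes induced by mating pheromone 14 rose and 1 fell (15 rose when p is adjusted over the list alone), with a median of 0.89 (camera, adjusted p = 1.2e-06); this strain also lacks *BAR1*, the protease that degrades α-factor, and wild type does not. Of 7 arginine synthesis genes 6 rose (7 over the list alone, median 1.50, camera adjusted p = 0.012), among them *ARG8* (1.80) and *ARG4* (1.50). Of 26 other amino acid synthesis genes 21 rose (22 over the list alone, median 0.54, 1.9e-05), among them *LYS1* of lysine synthesis (2.75, standard error 0.70, 0.0033). Of 25 general stress genes 16 rose (18, median 0.75, 2.6e-04) and of 18 heat shock genes 12 rose (12, median 0.43, 0.0018), such as the chaperones *HSP42* (1.91) and *HSP78* (1.31). Of 14 phosphate starvation genes 10 fell and 1 rose (11 fell over the list alone, median -1.21, 8.0e-04), and with the dimmest 25% of probe sets left out this list does not pass (median -0.27, adjusted p = 0.058). With an estimated correlation between genes none of these lists passes (adjusted p = 0.92 for each). In *htz1Δ* 116 genes were up-regulated and 195 down-regulated at 2-fold, and in *swr1Δ* 46 and 98. Quantile normalization of all arrays moves these to 136 and 139, and to 57 and 67, and the values as deposited give 15 and 337 in *swr1Δ*. Of the genes down-regulated in *htz1Δ*, 70 come from the 245 with a mean signal of 4 to 6, near the array background, and 55 from the 4573 above 8.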

A 2-fold expression change cutoff relative to wild type yielded 126 and 41 up-regulated genes and 198 and 108 down-regulated genes by *htz1Δ* and *swr1Δ*, respectively (Figure 5A). Overall these numbers are 10–20-fold higher than those obtained by Mizugushi and co-workers with the same strains but in a rich medium [17], indicating that the unexpected low number of genes regulated by Swr1 and Htz1, considering that Htz1 is present in most yeast promoters, was mostly due to growth conditions. 

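Genes near chromosome ends fell in *htz1Δ*. Among the 390 genes measured within the 15 outermost genes of a chromosome arm, 72 were down-regulated (18.5%), against 2.41% of the 5105 others (Fisher's exact test, p = 5.9e-35), with a median change of -0.24 against -0.01. Above a signal of 8, where background plays less part, the shares were 8.12% and 0.892% (p = 5.2e-10, Fisher's exact test), with median changes of -0.05 and 0.01. Below 4 the shares were 9.38% and 11.6%. Genes down-regulated in *htz1Δ* include *YIR042C* (-2.75), a gene of unknown function, *BSC1* (-2.67), known for read-through of its stop codon, and *COS8* (-2.26, standard error 0.31, adjusted p = 1.1e-05, limma), of a membrane protein family found beside telomeres. Of the 195 genes down-regulated in *htz1Δ*, 62 (31.8%) carry the HZAD mark in Table S2, in which 66 of 198 genes are marked (33.3%). Of those 62, 30 were also down-regulated in *swr1Δ* (48.4%), a share of 0% with the dimmest 25% of probe sets left out and 62.9% with the values as deposited. The others include *COS8* itself (-0.50 in *swr1Δ*, adjusted p = 0.24) and *BSC1* (-0.02, 0.97), whereas *YIR042C* (-2.65, 2.6e-06) fell in both. HZAD membership was read from the paper, which found these clusters among genes down-regulated in *htz1Δ* on the same arrays, so it is not independent of them.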

Apart from this effect and consistent with the spreading of heterochromatin proteins in the absence of Htz1 incorporation into chromatin [14], 25% of the genes down-regulated in *htz1Δ* accumulated near telomeres in small clusters (*H*tz1-*a*ctivated *d*omains; HZADs) and 60% of these genes were also down-regulated by *swr1Δ* (Table S2).

**Figure 5:**
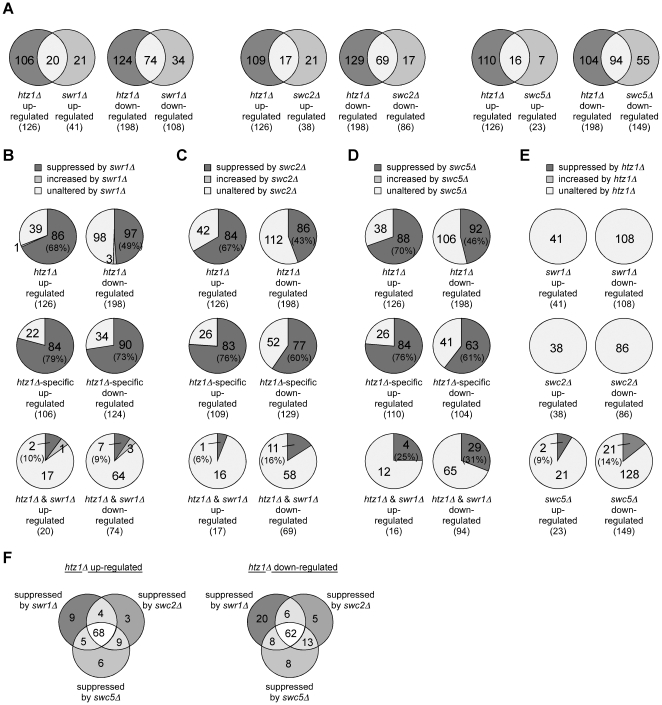
The SWR1 complex causes transcriptional misregulation in the absence of Htz1. (**A**) Venn diagrams showing the number of genes whose mRNA levels changed by more than 2-fold in mutants relative to the wild type and the number of genes that were commonly misregulated by *htz1Δ* and either *swr1Δ*, *swc2Δ* or *swc5Δ*. (**B, C, D**) Fraction of *htz1Δ* misregulated genes (2-fold cutoff) whose mRNA levels were changed by more than 1.5-fold (either suppressed or increased) in the double mutant *htz1Δ swr1Δ* (B), *htz1Δ swc2Δ* (C) or *htz1Δ swc5Δ* (D) relative to *htz1Δ*. (**E**) Fraction of *swr1Δ*, *swc2Δ* or *swc5Δ* misregulated genes (2-fold cutoff) whose mRNA levels changed by more than 1.5-fold in *htz1Δ swr1Δ*, *htz1Δ swc2Δ* or *htz1Δ swc5Δ* relative to *swr1Δ*, *swc2Δ* or *swc5Δ*, respectively. (**F**) Venn diagrams showing the number of *htz1Δ*-misregulated genes (2-fold cutoff) that were commonly suppressed by *swr1Δ*, *swc2Δ* and *swc5Δ*. The genome-wide transcriptional analysis was performed in BY4741.

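After rank mapping more genes change in *htz1Δ* than in *swr1Δ*. At an adjusted p under 0.05 (limma, n = 3 cultures per strain) 1331 genes rose and 1478 fell in *htz1Δ*, and 807 rose and 969 fell in *swr1Δ*. The 2 strains differ directly from each other at 2-fold in 165 genes, 73 higher and 92 lower in *htz1Δ*. Other genes changed alike in both. *ADA2* rose by 3.82 in *swr1Δ* (log2), *RRT15*, within the ribosomal DNA, by 2.97 there and 2.65 in *htz1Δ*, and *SSP1* fell by 3.33. In *swr1Δ* the forkhead factor *HCM1* (2.06) and the RNA-binding protein *SRO9* (1.99) were among the largest rises. The a-factor receptor gene *STE3* fell in both strains (-2.64 there and -2.25 in *htz1Δ*). The deposited arrays of these 2 strains lie at different levels, and under the values as deposited 385 genes differ between them and *swr1Δ* has 15 up- and 337 down-regulated genes, more in all than the 116 and 195 of *htz1Δ*.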

A comparative analysis of *htz1Δ* and *swr1Δ* transcriptional profiles shows that the number of misregulated genes was much higher in *htz1Δ* than in *swr1Δ*. Also, most of the genes misregulated by *htz1Δ* were not misregulated by *swr1Δ* (84% and 63% for up- and down-regulated), as opposed to the number of genes misregulated by *swr1Δ* that were not misregulated by *htz1Δ* (51% and 31% for up- and down-regulated) (Figure 5A). 

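Most genes up-regulated in *htz1Δ* did not reach the call in *swr1Δ*. They were 96 of 116 (82.8%, exact 95% interval 74.6 to 89.1), with a median log2 change of 1.24 in *htz1Δ* and 0.27 in *swr1Δ*. *ARG3* is 1 of them, with no change detected in *swr1Δ* (-0.18, adjusted p = 0.90, limma, n = 3 cultures per strain). Its level also varies between cultures of 1 strain with *HTZ1* intact, at 13.23 on *swc5Δ* replicate 1 against 8.05 and 8.21 on replicates 2 and 3. Of the down-regulated genes 126 of 195 did not reach it (64.6%, 57.5 to 71.3), with medians of -1.30 and -0.40. A gene called in only 1 strain need not differ between the 2. The direct comparison of *htz1Δ* with *swr1Δ* passed for 79 of the 96 and 107 of the 126, at any size of change. Of the same groups, 26 and 48 also changed in the same direction in *swr1Δ* at an adjusted p under 0.05. Conversely, 26 of the 46 genes up-regulated in *swr1Δ* (56.5%, exact 95% interval 41.1 to 71.1) and 29 of the 98 down-regulated there (29.6%, 20.8 to 39.7) were not called in *htz1Δ*, of which 15 and 20 passed in *htz1Δ* below 2-fold. Simulated *swr1Δ* arrays without any change shared 0.02 genes on average with *htz1Δ*, and at most 1 (50 simulations). Such strains call almost no gene. They were drawn around the observed wild-type means plus a random offset common to the single mutants, which is unrelated to the observed *htz1Δ* values. The simulation could therefore not show what the common wild-type arrays add.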

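Loss of *SWR1* lowers again many of the genes that *htz1Δ* raises. Against *htz1Δ*, *ARG3* fell by 4.02 in *htz1Δ swr1Δ* (log2, standard error 0.85, adjusted p = 0.0015, limma, n = 3 cultures per strain), *LYS1*, the last enzyme of lysine synthesis, by 2.74 (standard error 0.70, 0.0055), and the mating gene *PRM6* fell as well (-1.66, 0.0011). *ARG3* and *LYS1* also vary between cultures of 1 strain, with 13.23 and 12.47 on *swc5Δ* replicate 1 against 8.05 and 8.66 on replicate 2. Genes that *htz1Δ* lowers came back up, such as *BSC1* by 2.37 (standard error 0.34, 5.3e-05) and the iron uptake genes *FIT3* by 2.26 (8.0e-05) and *ARN2* by 2.26 (4.5e-04). Others did not pass. *SSP1* changed by 0.12 (adjusted p = 0.68), *RRT15* by 0.21 (0.43), and *PHO84*, with a larger and uncertain return, by 1.77 (standard error 0.90, 0.12). Of the genes up-regulated in *htz1Δ*, 76 of 116 were suppressed (65.5%, exact 95% interval 56.1 to 74.1), and of those down-regulated 93 of 195 (47.7%, 40.5 to 54.9). These intervals treat genes as independent and do not measure the spread between cultures. Leaving out 1 array at a time gives 44.6 to 64.2% and 43.6 to 50%, and quantile normalization 53.7% and 57.6%. Arrays drawn as if the double mutants equalled *htz1Δ* gave shares of 0% and 0.00306% (50 simulations). With no gene changed the adjusted p passes almost none, so these values were near 0 by construction. By fold alone, at any p, they gave 3.94% and 2.04%, against 69% and 52.3% on the real arrays. Genes marked as HZAD members were suppressed in 28 of 62 cases (45.2%) and the other down-regulated genes in 65 of 133 (48.9%; Fisher's exact test, p = 0.65). In *htz1Δ swr1Δ* 47 of the 116 and 27 of the 195 came within 1.2-fold of wild type. The *htz1Δ* strain also lacks *BAR1*, the protease that degrades α-factor, and the double mutant does not. *BAR1* is therefore counted among the down-regulated genes that are suppressed. *HTZ1*, deleted in both strains, is among the 195 and cannot be suppressed.

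**Figure D1:**
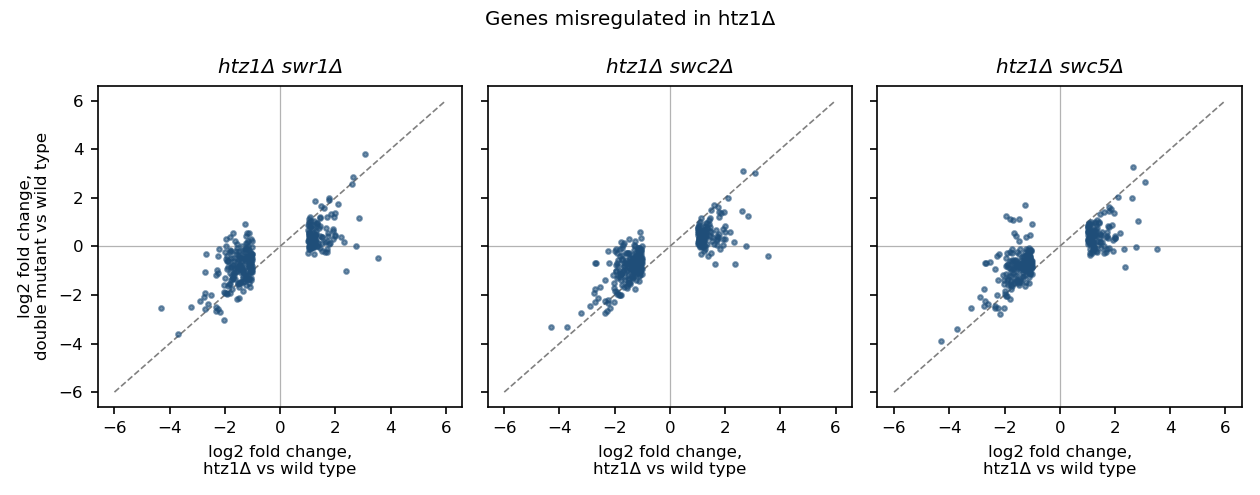
Log2 fold change against wild type of each gene in *htz1Δ* (horizontal) and in a double mutant (vertical), 1 panel per double mutant, with equal change on the dashed line. Shown are genes called in *htz1Δ*, with *HTZ1*, *BAR1* and *LYS2* left out. By their medians they lie nearer 0 in all 3 double mutants, though 21 up- and 75 down-regulated genes are suppressed in none.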

More importantly, most of the *htz1Δ*-misregulated genes were suppressed by more than 1.5-fold by *swr1Δ* (68% and 49% of the up- and down-regulated genes) (Figure 5B) without a preferential association with genes located at HZADs or randomly distributed (Table S2). It is noted that this suppression by *swr1Δ* mainly affected the genes that were specifically misregulated by *htz1Δ* (79% and 73% for up- and down-regulated, respectively) and not the genes misregulated by both *htz1Δ* and *swr1Δ* (10% and 9% for up- and down-regulated, respectively) (Figure 5B). By contrast, the changes in the level of mRNA caused by the absence of Swr1 were not significantly affected by *htz1Δ* (Figure 5E). These results indicate that Swr1 affects the expression of a large number of genes in the absence of Htz1, and suggest that the major role for Htz1 in transcription is mediated by Swr1. 

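Genes called in *htz1Δ* and not in *swr1Δ* are suppressed more often than those called in both. Of the 96 up-regulated genes not called in *swr1Δ*, *ARG3*, *LYS1* and *PRM6* among them, 74 were suppressed (77.1%, exact 95% interval 67.4 to 85), against 2 of the 20 called in both (10%, 1.23 to 31.7; Fisher's exact test, p = 2.4e-08). The genes common to both include *ADA2*, *RRT15* and *YKR041W*, a gene of the mitotic spindle, whose change of -0.37 in *htz1Δ swr1Δ* against *htz1Δ* did not pass (adjusted p = 0.18, limma, n = 3). Of the down-regulated genes, 86 of 126 not called in *swr1Δ* were suppressed (68.3%, 59.4 to 76.3), such as *BSC1* and *PRM7*, against 7 of 69 called in both (10.1%, 4.18 to 19.8; Fisher's exact test, p = 6.5e-16). Common genes kept their level in the double mutant, with medians of 1.65, 1.45 and 1.34 (up) and -1.66, -1.37 and -1.46 (down) in *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ*. Specific genes had medians of 0.23 and -0.49 in the double mutant, and of 0.27 and -0.40 in *swr1Δ*. Both groups thus lie near their *swr1Δ* level in the double mutant. Grouping by the *swr1Δ* call therefore also sorts genes by their level in the double mutant. The difference in suppression follows in large part from that likeness, and the Fisher tests are no separate evidence.

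**Figure D2:**
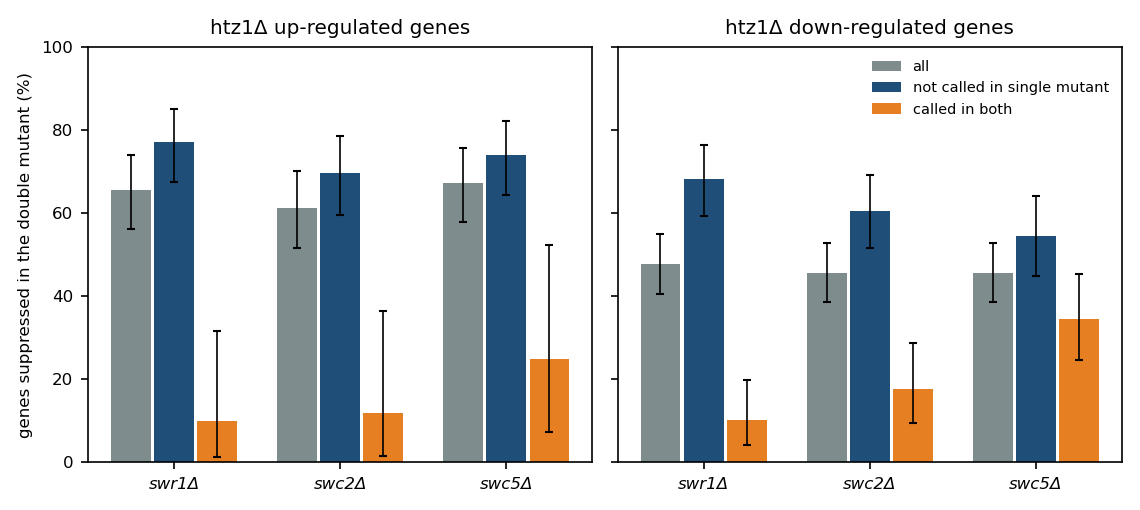
Share of genes up-regulated (left) or down-regulated (right) in *htz1Δ* that each second deletion suppresses, in percent with exact 95% intervals, for all genes, those not called in the single mutant and those called in both. Genes called in both are suppressed least with each of the 3 deletions, by a smaller margin with *swc5Δ*.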

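Most changes of *swr1Δ* stayed when *HTZ1* was also deleted. Of the 46 up-regulated genes 1 was altered at 1.5-fold in *htz1Δ swr1Δ*, *HTZ1* itself, and of the 98 down-regulated genes 2 were. These are *YBR090C*, of unknown function, which returned by 1.12 (log2, adjusted p = 1.4e-06, limma, n = 3 cultures per strain), and the hexose transporter *HXT9*, which fell by a further 0.63 (0.029). All genes together gave 1 higher and 2 lower at 2-fold between *htz1Δ swr1Δ* and *swr1Δ*, and 19 and 49 at any size of change. Of the 42 genes up-regulated in the double mutant 39 were also up-regulated in *swr1Δ* (0.351 for independent lists), and of the 113 down-regulated 84 were (2.01). Part of the excess may come from the shared wild-type arrays, which are too few to divide between the comparisons. No gene list passed between the 2 strains. With the values as deposited 0 up- and 104 down-regulated genes are altered, with median centring 1 and 4, with quantile normalization 1 and 0, and with all probe sets 12 and 11. *HXT9* does not pass without any 1 array of the 2 strains (adjusted p = 0.071 to 0.11). Without wild type replicate 2 or 3 or *swr1Δ* replicate 1 *HTZ1* does not reach 2-fold in *swr1Δ*, which leaves 0 up-regulated genes altered, and 1 down-regulated gene is altered without *swr1Δ* replicate 1 or 2, wild type replicate 1 or any array of *htz1Δ swr1Δ*.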

Similar results were obtained with 1.5-fold-expression and 1.2-fold-suppression cutoffs (Tables S1 and S2).

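With calls at 1.5-fold and suppression at 1.2-fold the genes that count as suppressed are more, in similar shares of all called genes and larger shares of those common to *htz1Δ* and *swr1Δ*. In *htz1Δ* 367 genes were then up-regulated and 528 down-regulated, among them the glycosylase gene *NTG1* and the checkpoint gene *MRC1*, and in *swr1Δ* 179 and 268. *swr1Δ* suppressed 246 of the 367 (67%) and 277 of the 528 (52.5%). Of those not called in *swr1Δ* it suppressed 227 of 278 (81.7%) and 243 of 354 (68.6%), against 19 of 89 (21.3%) and 34 of 174 (19.5%) of the common ones (Fisher's exact test, p = 5.3e-25 and 3.4e-27). This grouping again sorts genes by their level in the double mutant as well, so the tests are no separate evidence. *swc2Δ* suppressed 68.9% and 50.4% at these thresholds, and *swc5Δ* 62.1% and 47.3%. *HTZ1* deletion altered 6 up- and 6 down-regulated genes of *swr1Δ*.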

Next, we decided to determine whether transcriptional misregulation in the absence of Htz1 was also dependent on Swc2 and Swc5. As shown in Figure 5A, the number of genes up- and down-regulated either by *htz1Δ* alone or *htz1Δ* and *swc2Δ* (or *swc5Δ*) together were similar to those obtained with either *htz1Δ* alone or *swr1Δ* and *htz1Δ* together, respectively. Also, these groups of genes displayed a significant overlapping (Figures S3A and S3B). 

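In *swc2Δ* 41 genes were up-regulated and 88 down-regulated, and in *swc5Δ* 29 and 125 (limma, adjusted p under 0.05, n = 3 cultures per strain). *ADA2* rose by 2.91 and 3.05 (log2), *RRT15* by 2.94 and 3.31, and *SSP1* fell by 3.25 and 3.05, close to their change in *htz1Δ*. *SUL2*, a sulfate transporter, rose by 1.84 in *swc2Δ*, where 12 of 21 sulfur and methionine genes rose (13 over the list alone, median 0.84, camera adjusted p = 8.5e-04, and 0.87 with an estimated correlation). *SOM1*, for the inner membrane peptidase of mitochondria, fell by 2.93 in *swc5Δ*, where 14 of 26 amino acid synthesis genes other than those of arginine rose (median 0.34, 2.6e-04, and 0.91 with an estimated correlation); without *swc5Δ* replicate 1 the list does not pass (12 rose, median 0.14, 0.11). Of the genes called in *htz1Δ*, 99 of 116 up (85.3%) and 127 of 195 down (65.1%) were not called in *swc2Δ*, and 100 (86.2%) and 108 (55.4%) not in *swc5Δ*. Quantile normalization of all arrays gives 62 and 66 genes in *swc2Δ* and 52 and 93 in *swc5Δ*, and the values as deposited 125 and 38, and 75 and 82. Without *swc5Δ* replicate 1, which stands apart from its 2 fellows, 55 genes are up-regulated in *swc5Δ*. The 261 genes of chromosome V lie above all genes by medians of 0.33 and 0.39 on *swc5Δ* replicates 2 and 3, and by -0.13 on replicate 1; without them 24 and 115 genes are called, a setting chosen after the values were seen.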

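The same genes tend to be specific to *htz1Δ* against each single mutant. *ARG3*, *LYS1* and *PRM6* are among the 89 of 116 up-regulated genes called in none of *swr1Δ*, *swc2Δ* and *swc5Δ* (70.6 for independent lists), and *BSC1* is among the 90 of 195 down-regulated ones (45.4). The genes called in all 4 strains number 11 up (0.404), *ADA2*, *RRT15* and *YKR041W* among them, and 44 down (10.7), with *SSP1*, *MST28*, of vesicle transport, and *PDR11*, a sterol importer. On *swc5Δ* replicate 1, which stands apart, *ARG3* lies at 13.23 and *LYS1* at 12.47, against 8.05 and 8.21, and 8.66 and 8.36, on its fellows. *MST28* fell in the 3 single mutants (-2.34, -2.57 and -2.29, log2), as did *PDR11* (-2.18, -2.27 and -1.60, limma, n = 3 cultures per strain). By pairs, the common up-regulated genes overlap in 11 (*swr1Δ* and *swc2Δ*), 14 (*swr1Δ* and *swc5Δ*) and 12 (*swc2Δ* and *swc5Δ*), against 2.93, 2.76 and 2.34, and the down-regulated in 53, 56 and 54, against 24.1, 30.8 and 30.3. All 4 strains are compared with the same 3 wild-type arrays, which are too few to divide between the comparisons, so part of the excess may come from them.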

Importantly, *swc2Δ* and *swc5Δ* suppressed a similar (Figure 5C and 5D) and common (Figure 5F) number of *htz1Δ*-misregulated genes as did *swr1Δ*, indicating that the SWR1 complex impairs transcription in the absence of Htz1 and that the major role of Htz1 in transcription occurs via SWR1-mediated histone replacement. It is also noted that misregulation by *swc2Δ* and *swc5Δ* was not affected by the absence of Htz1, except for a reduced number of genes (23 out of 172) whose *swc5Δ*-mediated change in mRNA levels was suppressed by *htz1Δ* (Figure 5E and Table S1), and that may reflect a residual activity of the SWR1swc5Δ complex. 

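Many of the genes suppressed in *htz1Δ swr1Δ* are also suppressed in the doubles with *swc2Δ* and *swc5Δ*. The *htz1Δ* strain alone lacks *BAR1*, and *htz1Δ swc5Δ* alone lacks *LYS2*. A fall of mating genes against *htz1Δ*, or of lysine genes in *htz1Δ swc5Δ*, can therefore not be assigned to the second deletion. Against *htz1Δ*, *ARG3* fell in *htz1Δ swc2Δ* (-3.95, log2, adjusted p = 0.0017, limma, n = 3 cultures per strain) and *htz1Δ swc5Δ* (-3.63, 0.0035), and so did *LYS1* (-2.74 and -2.76) and *PRM6* (-1.59 and -1.79). *PRM7*, a mating gene that *htz1Δ* lowers, rose by 2.04 (2.8e-05) and 2.03, *BSC1* by 2.00 and 2.01, and *ARN2*, a siderophore transporter, by 3.17 in *htz1Δ swc5Δ* (standard error 0.41, 3.9e-05). Of 16 pheromone-induced genes 15, 14 and 13 were lower than in *htz1Δ* with *swr1Δ*, *swc2Δ* and *swc5Δ* (16, 14 and 14 over the list alone; medians -0.83, -0.73 and -0.76; camera, adjusted p = 2.9e-07, 8.2e-09 and 8.9e-10), and of 7 arginine genes 7, 7 and 5 (7 each over the list alone; medians -1.67, -1.76 and -1.57; 0.0043, 0.0012 and 0.0023). Of 30 ribosome biogenesis genes 18, 22 and 20 were higher (19, 22 and 22 over the list alone; medians 0.28, 0.37 and 0.37; 1.7e-05, 1.9e-08 and 1.0e-07). With an estimated correlation the lowest adjusted p is 0.50 for these lists. *swc2Δ* suppressed 71 of 116 up-regulated genes (61.2%, exact 95% interval 51.7 to 70.1) and 89 of 195 down-regulated (45.6%, 38.5 to 52.9), and *swc5Δ* 78 (67.2%, 57.9 to 75.7) and 89. Deleted genes are kept in these counts. *BAR1* counts as suppressed in all 3 doubles, and *LYS2* in the 1 with *swc5Δ*, which lacks it. Genes not called in the single mutant were suppressed more often than those called in both, with 69.7% against 11.8% (up) and 60.6% against 17.6% (down) for *swc2Δ*, and 74% against 25% and 54.6% against 34.5% for *swc5Δ* (Fisher's exact test, p = 8.8e-06, 5.5e-09, 2.5e-04 and 0.006). These groups too were made by the single-mutant level, which the double mutant largely keeps with *swc2Δ* and less so with *swc5Δ*. The tests are therefore no separate evidence. All 3 deletions suppressed 55 up-regulated (31.3 for independent lists) and 60 down-regulated genes (19.4), and none of the 3 suppressed 21 and 75. Without *htz1Δ* replicate 2 the 55 become 28, and the difference of 74% from 25% is lost (50.6% against 25%, p = 0.099, Fisher's exact test). Without *htz1Δ swc5Δ* replicate 3 both *swc5Δ* differences are lost (p = 0.11 and 0.073, Fisher's exact test), and so they are with the dimmest 25% of probe sets left out (71% against 33.3%, p = 0.053, and 72.7% against 76.9%, p = 1.00), the first at an adjusted p under 0.01 (p = 0.056) and the second with the values as deposited (51.2% against 36.4%, p = 0.068). The 3 lists of suppressed genes share the *htz1Δ* arrays, and what this adds to their overlap was not measured. In 50 simulations with unchanged double mutants 0 genes were suppressed by all 3. That was fixed, since almost none was suppressed by any. From the similar and common numbers of suppressed genes the paper infers that the SWR1 complex impairs transcription when Htz1 is absent. These arrays give mRNA levels and hold no measure of where the complex acts.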

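In *swc2Δ* the loss of *HTZ1* altered 2 of 41 up-regulated and 0 of 88 down-regulated genes, *HTZ1* itself and *ECM23*, a gene of pseudohyphal growth, which fell by 1.12 from its rise of 1.40 (log2, adjusted p = 0.037, limma, n = 3 cultures per strain). In *swc5Δ* it altered 6 of 29 up-regulated, again with *HTZ1* itself, and 34 of 125 down-regulated genes. *htz1Δ swc5Δ* also lacks *LYS2*, which *swc5Δ* carries. Chromosome V lies above all genes on *swc5Δ* replicates 2 and 3 (medians 0.33 and 0.39) and not in the double mutant (0.00). Neither was separated from the loss of *HTZ1*. The iron uptake genes came back most, *FIT2* by 3.05, *ARN2* by 2.99 and *FIT3* by 2.81, with 11 of 17 iron regulon genes higher in *htz1Δ swc5Δ* than in *swc5Δ* (16 over the list alone, median 1.21, camera adjusted p = 5.3e-15, and 0.30 with an estimated correlation). Heat shock genes rose too, 4 of 18 (10 over the list alone, median 0.37, 1.2e-06, and 0.52 with an estimated correlation). *RGI1*, of energy metabolism, fell by 1.57 and the weak-acid pump *PDR12* by 0.88. The numbers rest on single arrays. Without *swc5Δ* replicate 1 they are 29 and 68, without its replicate 2 19 down-regulated genes, and without *htz1Δ swc5Δ* replicate 2 20. For *swc2Δ* only *HTZ1* is left without wild type replicate 3, any *swc2Δ* array, or *htz1Δ swc2Δ* replicate 2 or 3. Other settings give more. The values as deposited alter 31 up- and 5 down-regulated genes of *swc2Δ* and 25 up-regulated genes of *swc5Δ*. Fold alone alters 6 and 3 genes of *swc2Δ*, and all probe sets 7 down-regulated ones. A fit of *swc5Δ* and *htz1Δ swc5Δ* alone alters 2 and 8 genes, and *FIT2* does not pass in it (adjusted p = 0.17). Of 10 ways to split the 6 arrays of *swc5Δ* and *htz1Δ swc5Δ* into 3 and 3, the real one gives 54 genes at 2-fold and the highest other 53, and 10 splits are too few for a share under 0.05.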

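The genes called in a single mutant and not in *htz1Δ* overlap in part. Of them 6 are called in all of *swr1Δ*, *swc2Δ* and *swc5Δ*, picked out after the values were seen. These are *YEL076C-A*, beside a telomere of chromosome V (1.64, 1.08 and 1.06, log2; this chromosome lies above all genes by a median of 0.20 in *swc5Δ*), and 5 that fell, the amino acid permease *GAP1* (-1.01, -1.02 and -1.12), the meiotic chromosome protein *HOP1*, *IRC4* (-1.09, -1.27 and -1.05), *IRC10* and the hexose transporter *MPH2* (limma, adjusted p under 0.05, n = 3 cultures per strain). *HTZ1* rises in all 3 as well, but has no mRNA to measure in *htz1Δ*. By pairs the overlaps are 5, 3 and 5 up, *HTZ1* among each (0.116, 0.0628 and 0.058 for independent lists) and 10, 9 and 9 down (0.109, 0.208 and 0.143), in the order *swr1Δ* and *swc2Δ*, *swr1Δ* and *swc5Δ*, *swc2Δ* and *swc5Δ*. Simulated strains without change gave 0 (50 simulations), which was fixed since such strains call almost no gene. Part of the excess may come from the 3 shared wild-type arrays, which are too few to divide between the comparisons, or from the array levels of the single mutants. Of the 6 genes *GAP1* (-0.82), *HOP1* (-0.68), *IRC10* (-0.78) and *MPH2* (-0.66) also fell in *htz1Δ* below 2-fold. The number is 11 without *swc5Δ* replicate 1, 9 without wild type replicate 3 or *swc2Δ* replicate 1, 4 without *swr1Δ* replicate 2 or *swc5Δ* replicate 3, and 3 without *swc5Δ* replicate 2.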

Interestingly, the genes misregulated specifically by the absence of Swr1, Swc2 or Swc5 do not show a significant overlapping (Figure S3C), suggesting that the SWR1 complex does not have a physiological role in transcription regulation independent of Htz1.

### Swc2, but not Swc5 and Htz1, is required for Swr1 binding to chromatin, while Swc5 is required for histone replacement

Our previous results indicate that genetic instability, sensitivity to stress and transcriptional misregulation in *htz1Δ* are, to a greater or lesser extent, the consequence of the activity of the SWR1 complex. To get better insight into this mechanism we decided to determine what steps of the histone replacement reaction were prevented in our mutants. First, we analyzed SWR1 targeting to chromatin by ChIP analysis of strains harbouring a TAP-tagged version of Swr1. This construct is functional as indicated by the fact that *SWR1-TAP* displayed the same resistance to HU as the wild type (Figure 6A). We chose the promoter and an internal region of the *BUD3* gene known to be enriched or not in Htz1, respectively [9], and three Swr1 enriched promoters (*TOA1*, *SSM4* and *YNL116w*) [10]. As can be seen in Figure 6C, Swr1-TAP bound to chromatin in wild-type cells and, as shown above for the *MAT* locus, this binding did not require Htz1 (similar results were obtained with Myc-Swr1 binding to the *TOA1* promoter in samples of Figure 3C; Figure S4A). Similarly, Swr1 binding to chromatin was not prevented by the absence of Swc5. However, Swr1 binding to promoters was impaired in *swc2Δ* despite this strain displaying wild-type levels of Swr1-TAP as determined by western analysis (Figure 6B).

**Figure 6:**
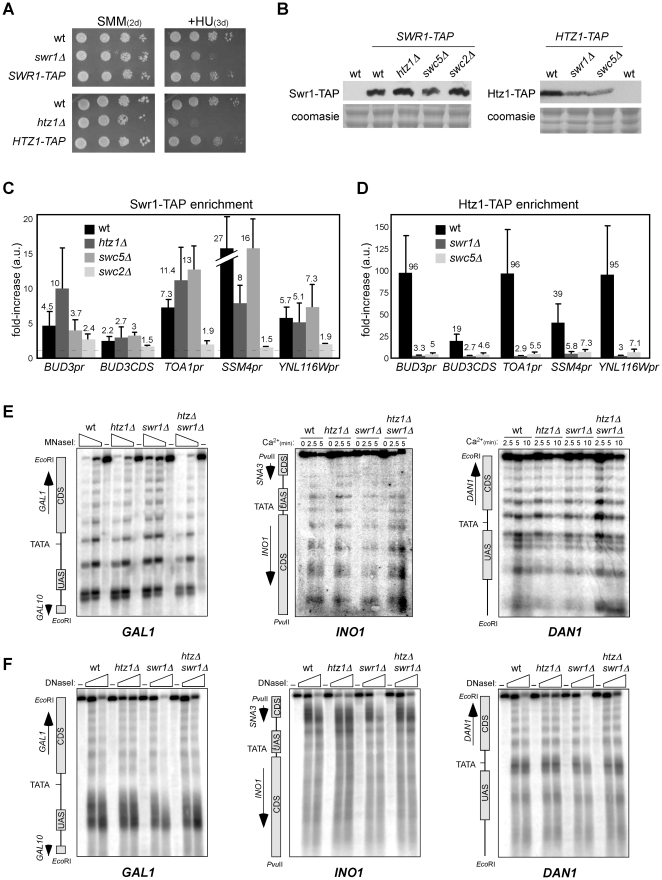
Swc2 and Swc5 are required for Swr1 binding to chromatin and histone replacement, respectively. (**A**) Swr1-TAP and Htz1-TAP functionality as determined by plating ten-fold serial dilutions from the same number of mid-log phase cells onto SMM plates with or without 200 mM HU. Cells were incubated at 30°C for 2–3 days as indicated. (**B**) Swr1-TAP and Htz1-TAP protein levels in mutants and wild type as determined by western blot. (**C**) Swr1-TAP and (**D**) Htz1-TAP enrichment at the promoters of *BUD3*, *TOA1*, *SSM4* and *YNL116w* and an internal region of the coding sequence of *BUD3* by ChIP analysis. Both input and ChIP DNA from untagged and tagged cells were amplified by real-time PCR with amplicons situated at the indicated regions (see Table S4 for oligos). The enrichment in the tagged strain at each zone is graphed relative to the enrichment in the untagged strain, taken as 1. ChIP experiments were performed in BY4741. (**E**) Nucleosome positioning at *GAL1* in W303-1a and *INO1* and *DAN1* in BY4741 as determined by MNaseI digestion and indirect-end labelling. Spheroplasts from W303-1a cells were treated with different amounts of MNaseI, while BY4741 cells expressing the MNaseI were incubated with Ca^2+^ to activate the nuclease for the indicated times. (**F**) DNA accessibility at the genes indicated in (E) by DNaseI digestion and indirect-end labelling. A scheme with the position of the upstream activation (UAS) and coding sequences (CDS) is shown on the left of each panel.

Swc5 has been shown to be required for histone transfer *in vitro* [24]. We decided to determine whether Swc5 is also required for Htz1 transfer *in vivo* by ChIP analysis in strains harbouring a functional TAP-tagged version of Htz1, as determined by HU and 6-AU sensitivity (Figure 6A; [23]). Figure 6D shows that Htz1 was not incorporated into chromatin in the absence of Swr1, consistent with previous results [17], [23], while the absence of Swc5 nearly eliminated the amount of Htz1 bound to chromatin. Western blot analysis showed that the amount of Htz1-TAP in both mutants was 3–4-fold lower than in the wild type (Figure 6B) despite the levels of mRNA not being affected (data not shown), suggesting that Htz1 incorporation into chromatin prevents its degradation. Our molecular analysis demonstrates that Swc2 is required to target the SWR1 complex to chromatin, while Swc5 participates in the reaction of histone replacement. Altogether, our results let us conclude that genetic instability and transcriptional misregulation in the absence of Htz1 require the binding to chromatin (prevented in *swc2Δ*) and the histone replacement (prevented in *swc5Δ* and *swr1-K727G*) activities of SWR1.

The requirement for the histone replacement activity of SWR1 prompted us to look for an alteration in chromatin structure associated with *htz1Δ* and to determine its dependence on Swr1. The analysis of nucleosome positioning and DNA accessibility by MNaseI and DNaseI digestion, respectively, of the *INO1*, *DAN1* and *GAL1* promoters did not reveal any difference in chromatin structure between the wild type, *htz1Δ*, *swr1Δ* and *htz1Δ swr1Δ* (Figures 6E and 6F). While a previous work reported a 20 bp shift in the positioning of nucleosome +2 of the *GAL1* promoter in *htz1Δ* with a similar approach, this result was obtained with a wild type strain in which Htz1 was tagged with Myc [7]. We also tried to determine by ChIP analysis if the absence of Htz1 altered the stoichiometry of the nucleosomal histones at three promoters enriched in Htz1, and we did not detect any modification in the H2B/H3 ratio (Figure S4B). Overall our results are in line with both an independent study of four different chromatin regions [8] and a recent genome-wide analysis on nucleosome positioning [38] that have not detected any effect of *htz1Δ* on chromatin structure.

## Discussion

The genome-wide distribution of Htz1 and its role in a number of processes from transcription and silencing to DNA repair and chromosome segregation make of this histone a key regulator of the genome dynamics. Here we show that genetic instability, sensitivity to drugs impairing different cellular processes and genome-wide transcription misregulation in *htz1Δ* can be partially or totally suppressed if the SWR1 complex is not assembled (*swr1Δ*), if it is assembled but cannot bind to chromatin (*swc2Δ* and hta1/2^S129*^ in case of recombinogenic DNA damage) or if it can bind to chromatin but lacks histone replacement activity (*swc5Δ* and *swr1-K727G*), indicating that in the absence of Htz1 the nucleosome remodelling activity of SWR1 affects transcription and genetic stability.

The mechanism of histone replacement has been suggested to occur in a stepwise manner [17] even though these steps remain unknown. We show that Swc2 is required for Swr1 binding to chromatin, and that this binding is not mediated by its interaction with Htz1 because it is not prevented by *htz1Δ*. These results, together with the fact that the mouse homolog of Swc2 (YL-1) binds to DNA *in vitro* [39] point to Swc2 being the subunit that targets SWR1 to chromatin. Upon binding, the SWR1 complex may promote histone replacement in a two-step manner, with the destabilization of H2A/H2B followed by deposition of Htz1/H2B via interactions with Swc2 and Swr1. It has been proposed that SWR1, as shown for SWI/SNF, may generate a dynamic DNA loop on the nucleosomal surface that promotes the intrinsic tendency of the histone octamer to dissociate the H2A/H2B dimer [17]. *In vitro* studies have shown that Swc5 is required for histone replacement [24]; our *in vivo* results support this conclusion and suggest that it is required for the destabilization of the H2A/H2B dimer. In this regard, the presence in Swc5 of a 60-residue N-terminal domain highly enriched in acidic amino acids (43%) characteristic of histone chaperones might provide the binding module to capture the H2A/H2B dimer as shown for Swi3 in SWI/SNF [40]. In a second step, Swr1 and Swc2 may deposit Htz1/H2B thus restructuring the nucleosome.

In this context, the fact that in *htz1Δ* the SWR1 complex causes transcription misregulation and genetic instability by a mechanism that requires both the binding of SWR1 to chromatin and its histone replacement activity led us to propose that in the absence of Htz1 the nucleosome would remain transiently “destabilized” by SWR1 because of an attempt to replace H2A without Htz1, leading to a loss of chromatin integrity and function. However, we note the absence of changes in chromatin structure associated with *htz1Δ* (Figures 6 and S4B; [8], [38]), a result that is consistent with subtle and transient alterations in nucleosome structure and/or a reduced population of affected molecules, but also with SWR1 affecting transcription and genetic stability without altering chromatin structure. For instance, SWR1 might be “trapped” at chromatin becoming a steric hindrance for DNA metabolic processes. However, the fact that the cellular defects associated with *htz1Δ* require the replacement activity of SWR1 (abolished in *swc5Δ* and *swr1-K727G*) and that the enrichment in Swr1 at promoters and broken DNA ends is not significantly higher in *htz1Δ* than in wild type and *swc5Δ* questions this alternative model. Additional analysis will thereby be required to reconcile genetic and molecular data.

Notably, the transcriptional effect of the SWR1 complex is more evident in genes that are specifically misregulated by *htz1Δ*. This result may be explained if we consider gene regulation by histone replacement as a dynamic process whose turnover rate can be low but not absent in those genes that are regulated by SWR1/Htz1 but do not require Htz1 under our experimental growth conditions. The transcriptional defect by *htz1Δ* in those genes would be caused by SWR1; this effect would be masked by the transcriptional defects associated with the absence of Htz1 in the chromatin of those genes that do require regulation by SWR1/Htz1 under our experimental growth conditions. Importantly, our results suggest that the low overlapping of misregulated genes in *swr1Δ* and *htz1Δ* (Figure 5; [17]) is not due to independent functions of these two genes and strengthen the idea that the main role of Htz1 is associated with SWR1. Similarly, our genome-wide transcriptional analysis suggests that SWR1 does not have a prominent role in transcription regulation independent of Htz1. Finally, our results suggest that the sensitivity of *htz1Δ* to drugs impairing different cellular processes is due to, at least in part, the effect of SWR1 on transcription.

We have also shown that in *htz1Δ* the histone replacement activity of SWR1 leads to an accumulation of recombinogenic DNA damage. Notably, this accumulation can be suppressed by a mutation at the H2A phosphoacceptor S129. This is particularly important because H2A phosphorylation is a DNA damage-specific chromatin mark [28], suggesting that the high frequency of Rad52 foci in *htz1Δ* results from a direct effect of SWR1 at DNA lesions. This is also supported by the absence of genes involved in DNA damage repair among those misregulated by *htz1Δ* (Table S2). In addition, the fact that H2A phosphorylation occurs in response to the damage [27], [28] indicates that this accumulation of Rad52 foci is associated with defective DNA repair rather than with the generation of new DNA lesions. In this context it is noteworthy that hta1/2^S129*^ also suppresses the slow growth of *htz1Δ* (Figure 2A), which results from a delayed S phase [21], because points to defects in spontaneous DNA damage repair during DNA replication as a major problem in the absence of Htz1 and account for the synthetic interactions of *htz1Δ* with S-phase but not with DNA-damage checkpoint mutants [21]. These results also suggest that spontaneous DNA lesions leading to HR foci in *htz1Δ* are not DSBs because DSB sensitivity in *htz1Δ* is independent of H2A phosphorylation. 

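Of 75 genes in 4 lists of repair and checkpoint genes, 2 were called at 2-fold in *htz1Δ*. *TOP3*, the topoisomerase that works with Sgs1 in recombination, rose from 5.82 ± 0.21 to 7.41 ± 0.22 (log2, SD, n = 3 cultures; log2 fold change 1.59, standard error 0.19, adjusted p = 2.2e-06, limma), and it rose in all other mutants as well. *CHK1*, a checkpoint kinase, rose from 8.95 ± 0.14 to 10.20 ± 0.01 (1.25, standard error 0.07, adjusted p = 1.3e-10). At any size of change 20 of the 75 were higher and 18 lower at an adjusted p under 0.05, these 2 among the former. Of all 5498 tested genes 1331 were higher and 1478 lower, a similar share. At 2-fold 116 of them were up- and 195 down-regulated, a larger share than in the 4 lists. The excision, mismatch and bypass repair list had 7 higher and 7 lower of 33 (7 and 6 over the list alone), such as the glycosylase *NTG1* (0.80) and *REV7* of translesion synthesis (-0.47). Of 15 checkpoint genes 3 were higher and 5 lower, such as *MRC1* (0.81) and *MEC1* (-0.46), and *RAD53* showed no change that passed (-0.15, adjusted p = 0.32). Outside the lists, and picked out after the values were seen, *RAD34*, a relative of the excision repair gene *RAD4*, fell by 1.37 (standard error 0.23, adjusted p = 8.0e-05) and *HIM1*, linked to mutation rate, by 1.33 (standard error 0.15, adjusted p = 1.3e-06). Neither list shifted as a whole (camera, adjusted p = 0.86 and 0.91).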

Consistent with this, *htz1Δ* cells accumulate P-H2A (data not shown; [32]) despite DSB-induced H2A phosphorylation is retarded (Figure 3), and neither *htz1Δ* nor *swr1Δ* accumulate DSBs as determined by pulse-field genome electrophoresis (Figure S5).

SWR1 and Htz1 have been shown to bind near a DSB [22], [31], [32]. We show that Swr1 is present at *MAT* before formation of a DSB, in contrast to an earlier report [31] but consistent with the Swr1-dependent presence of Htz1 at *MAT* before cleavage detected by two other groups [22], [32]. Normalization to an internal DNA fragment may be responsible for the result obtained by van Attikum and Gasser, since this locus might also be enriched in Swr1. These authors also showed that SWR1 is recruited to sites of DSB after 2–4 hours of HO expression [31]. We found no significant increase in Swr1 binding in response to a DSB, which might be due to differences in growth conditions (minimal versus rich medium). It worth noting, however, that no significant [31], [32] or just a subtle accumulation of Htz1 after 30 minutes of HO expression have been detected [22]. This suggests that Htz1 binding to chromatin in response to DSBs is, at best, slight and transient. Consistently, the function of SWR1/Htz1 at DSBs is unclear, because *htz1Δ*, but not *swr1Δ* is defective in DSB processing, and *swr1Δ* is proficient in HR and only slightly affected in non-homologous end joining (NHEJ) [22], [31]. In agreement with this, we show that *swr1Δ* is hardly sensitive to DSBs. By contrast, SWR1 causes sensitivity to DSBs in *htz1Δ*. Further molecular analysis shows that SWR1 causes a delay in DSB-induced checkpoint activation in *htz1Δ*, likely as a consequence of defects in DNA resection as suggested by the fact that this process is affected in *htz1Δ* but not in *swr1Δ* [22], [31]. As previously mentioned, the absence of DSB repair genes misregulated by *htz1Δ* makes unlikely an indirect effect by transcriptional defects. 

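Genes of double-strand break repair changed by less than 2-fold in *htz1Δ*, apart from *TOP3*. Of 21 homologous recombination genes 8 were higher and 4 lower at an adjusted p under 0.05 (limma, n = 3 cultures per strain), the higher ones including *RFA1*, of the single-strand binding complex (0.54, log2), *MMS4*, of a junction nuclease (0.54), and *RAD52*, the main recombination mediator (0.38, standard error 0.07, adjusted p = 2.8e-04). Of 6 end-joining genes 2 were higher and 2 lower, with the end-binding pair *YKU70* up (0.54) and *YKU80* down (-0.39). Of all 5498 tested genes 1331 were higher and 1478 lower. The medians were 0.10 for recombination and -0.06 for end joining, and neither list shifted (camera, adjusted p = 0.41 and 0.86).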

Another possibility to explain these results would be a direct effect of SWR1 impairing DSB repair in *htz1Δ*; consistent with this idea Htz1 is not required for SWR1 binding to chromatin. Notably, phleomycin-induced DSB sensitivity in *htz1Δ* is not suppressed by hta1/2^S129*^, despite P-H2A has been shown to be required for SWR1 binding in response to a DSB [31], suggesting that the pool of SWR1 at chromatin before the breaks are made is responsible for defective DSB repair. In agreement with this, SWR1 is present at *MAT* before HO cleavage. This situation mimics the role for the INO80 complex at *MAT*, where the pre-existing, but not the P-H2A-dependent pool of INO80 recruited in response to DSBs, is responsible for nucleosome removal from broken ends [41].

In addition to the SWR1-dependent genetic instability in *htz1Δ*, the analysis of mutations in SWR1 subunits have revealed two other mechanisms leading to an accumulation of recombinogenic DNA damage that require further analysis to be understood. The first one occurs in the absence of Swr1 and is mediated by Htz1, while the second occurs in the absence of Swc2 and is independent of Swr1 and Htz1. Whether or not these phenotypes are a consequence of *swr1Δ* (or *swc2Δ*) specific transcriptional defects or are related to unknown mechanisms of genetic instability is well worth addressing.

In summary our results in yeast provide new insights into the mechanism of histone replacement and highlight the importance of a tight control of this process not only to assemble a proper chromatin structure but also to prevent the deleterious consequences of an incomplete nucleosome remodelling. The ample range of cellular defects mediated by the nucleosome remodelling activity of SWR1 in *htz1Δ* prompts us to predict that reductions in the pool of available H2A.Z/Htz1 may have an impact in cell fitness, in particular in the context of the demanding structural complexity of metazoan chromatin. In this regard it is tempting to speculate about the possibility that some of the phenotypes associated with the absence of H2A.Z in metazoan cells, in particular lethality [42], [43], could be influenced by the corresponding SWR1-like complexes.

## Materials and Methods

### Yeast strains, growth conditions and plasmids

Yeast strains used in this study are listed in Table S3. Tagged strains and deletion mutants were constructed by a PCR-based strategy [44]. Yeast cells were grown in supplemented minimal medium (SMM), except for the analysis of benomyl, caffeine, formamide and phleomycin sensitivity, which was performed in YPD rich medium [45]. For the analysis of DSB-induced Swr1-Myc binding to chromatin and checkpoint activation JKM179 derived strains were grown in SMM with 2% raffinose instead of glucose and HO expression was induced by the addition of 2% galactose. pRS316 [46], pRS416-SWR1-2Flag, p416-swr1-2Flag-K727G [17], pRS316-SU [47], pWJ1344 (by R. Rothstein, Columbia University), pV10 [33] and pADS14-nlsMN (by U. K. Laemmli, Geneva University) are centromeric plasmids containing *URA3*, *SWR1*, *swr1-K727G*, the SU inverted repeat recombination system, and the *RAD52-YFP*, GAL1pr*::*Pvu*II and *ADH1pr*::nlsMN constructs, respectively.

### Genetic recombination and DNA damage and stress sensitivity/viability assays

The frequency of Leu^+^ recombinants generated by spontaneous recombination between inverted repeat sequences was determined in cells transformed with plasmid pRS316-SU by fluctuation tests as the median value of six independent colonies [48]. The average and standard deviation of 8 fluctuation tests performed with 4 independent transformants of each strain are shown. DNA damage and stress sensitivity was determined by plating ten-fold serial dilutions from the same number of mid-log phase cells onto medium containing different drugs at the indicated concentrations. Cells were previously transformed either with pV10 or pRS316 for *Pvu*II-mediated DSBs sensitivity and with pRS316 for 6-AU sensitivity. Cell viability in response to DNA damage and stress conditions was determined as the frequency of cells from a colony able to grow in plates containing the different drugs relative to SMM or YPD. The average and standard deviation of 4 independent colonies are shown.

### Analysis of Rad52-YFP foci

The proportion of budded cells with Rad52-YFP foci was performed as described previously [49]. Cells transformed with pWJ1344 were grown to mid-log-phase at 30°C and visualized with a Leica CTR6000 fluorescence microscope. The total numbers of analyzed cells were 600 for *swr1Δ*, *htz1Δ swr1Δ* and *htz1Δ swr1Δ swc2Δ*, 1000 for *swc2Δ*, *swc5Δ*, *htz1Δ swc2Δ* and *swr1Δ swc2Δ*, 1500 for *htz1Δ* and 2500 for *htz1Δ swc5Δ* and the wild type in Figure 1B, and 600 for *htz1Δ*, hta1/2^S129*^, htz1Δ hta1/2^S129*^ and the wild type in Figure 1C. The average and standard deviation of 6–25 independent measures are shown.

### Pulse-field genome electrophoresis (PFGE)

Total DNA from exponentially growing cultures was extracted in low-melting agarose plugs as previously shown [50] and resolved by PFGE (Biorad; 120° field angle; 6 V/cm; 14°C; initial block: switch time of 70 s for 12 h; final block: switch time of 120 s for 16 h).

### Western blot analysis

Yeast protein extracts were prepared using the TCA protocol as described previously [51] and run on a 5%, 7%, 10%, 8% and 15% sodium dodecyl sulfate-polyacrilamyde gel for TAP-Swr1, Myc-Swr1, TAP-Htz1, Rad53 and histones, respectively. TAP constructs were detected by western blot with the rabbit peroxidase anti-peroxidase soluble complex antibody (Sigma). Rad53 was detected with the rabbit polyclonal antibody JDI47 as previously shown [52], Swr1-Myc with the mouse monoclonal antibody MMS-150R against Myc (Covance), and H4 and phosphorylated histone H2A with the rabbit polyclonal antibodies ab10158 and ab15083 (Abcam), respectively.

### HO-induced DSB efficiency

The efficiency of DNA cleavage by HO endonuclease was measured by qPCR on input DNA with oligos spanning the break (p_DSB_) and an uncut control DNA sequence (p_1kbL_) as the ratio p_DSB_/p_1kbL_ in galactose-induced cells relative to that in uninduced cells [31].

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed as described [53] with the anti-Myc mouse monoclonal antibody ab56 (Abcam) for Swr1-Myc, the rabbit polyclonal antibodies ab13923, ab1790 and ab1791 (Abcam) for H2A, H2B and H3, respectively, and immunoglobulin-sepharose for tandem affinity purification (TAP)-tagged proteins. Oligonucleotide sequences for the real-time PCR amplifications performed on purified DNA before (input; I) or after (immunoprecipitated; IP) immunoprecipitation are shown in Table S4. Protein enrichment at each specific region was calculated as the ratio between the IP and the I in the tagged strain relative to the same ratio either in the untagged strain (for Swr1-TAP and Htz1-TAP) or in the tagged strain incubated with rabbit IgG I8140 (Sigma) (for Swr1-Myc, H2A, H2B and H3). The average and standard deviation of 2–4 independent experiments are shown.

### Chromatin analysis by MNase and DNase digestion

Nucleosome positioning and DNA accessibility were determined by micrococcal nuclease (MNaseI) and DNaseI digestion, respectively, followed by indirect-end labelling. Nucleosome positioning at *GAL1* in W303-1a and DNA accessibility at *GAL1*, *INO1* and *DAN1* were performed by treating spheroplasts with different amounts of MNaseI and DNaseI, respectively, as previously reported [51]. Nucleosome positioning at *GAL1*, *INO1* and *DAN1* in BY4741 was performed with cells previously transformed with plasmid pADS14-nlsMN by *in vivo* ChEC (Chromatin endogenous cleavage) as indicated [54]. MNaseI (or DNaseI)-treated DNA was extracted and restricted with either *Eco*RI (*GAL1* and *DAN1*) or *Pvu*II (*INO1*), resolved in a 1.2% agarose gel, blotted onto a membrane and probed with 200-bp PCR fragments immediately downstream of *Eco*RI (*GAL1* and *DAN1*) or *Pvu*II (*INO1*).

### Microarray hybridization analysis

Gene expression profiles were determined by using the “3′-Expression Microarray” technology by Affymetrix platform at the Genomics Unit of CABIMER (Seville, Spain). Total RNA from yeast cells grown on SMM at 30°C to mid-log phase was isolated using the RNeasy® Midi kit (Qiagen) and its quality confirmed with the Bioanalyzer® (Agilent technology). Synthesis, labelling and hybridization of cRNA to GeneChip® Yeast Genome 2.0 Arrays covering 5841 genes of *S. cerevisiae* was performed with RNA from 3 independent cultures of each strain following Affymetrix recommended protocols (http://www.affymetrix.com/analysis/index.affx). Probe signal intensities were captured and processed with GeneChip Operating Software 1.4.0.036 (Affymetrix), and the resulting CEL files were reprocessed using the Robust Multichip Average (RMA) normalization [55]. Fold-change (log2) values (M) and their FDR-adjusted p-values were calculated with LIMMA (Linear Models for Microarray Analysis) [56] using the *affylmGUI* interface [57]. Limma uses an empirical Bayes method to moderate the standard errors of the estimated log-fold changes. All the statistical analysis was performed using *R* language and the packages freely available from the “Bioconductor Project” (http://www.bioconductor.org). Fold-change cutoffs were analyzed at 95% confidence levels (FDR-adjusted p-values<0.05). All data is MIAME compliant and the raw data have been deposited at the Miame compliant Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through accession number GSE21571.

## Supporting Information

Figure S1 Swr1 causes DNA damage and stress sensitivity in the absence of Htz1. DNA damage and stress sensitivity as determined in Figures 1 and 2 but in BY4741 strains.
(1.14 MB TIF)

Figure S2 Cell viability (A) and growth (B) in response to DNA damage and stress conditions in W303-1a and BY4741 strains.
(2.04 MB TIF)

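The double mutants share called genes with both of their single parents. In *htz1Δ swc2Δ* 28 genes were up-regulated and 92 down-regulated against wild type, of which 24 and 74 were also called in *swc2Δ* and 15 and 74 in *htz1Δ* (limma, adjusted p under 0.05, n = 3 cultures per strain). In *htz1Δ swc5Δ* they were 37 and 82, of which 13 and 60 were also called in *swc5Δ* and 15 and 65 in *htz1Δ*. *STE3*, the receptor of a-factor, fell in the doubles with *swr1Δ*, *swc2Δ* and *swc5Δ* (-2.58, -2.34 and -2.55, log2). Of 26 meiosis genes 16 were lower in *htz1Δ swr1Δ* than in wild type (median -0.63, camera adjusted p = 1.7e-05, and 0.099 with an estimated correlation), against 13 in *swr1Δ* (median -0.40, 9.0e-04, and 0.42). Phosphate starvation genes were lower in the 3 double mutants, by medians of -0.49, -0.66 and -0.85 (camera, adjusted p = 6.8e-04, 9.2e-06 and 3.6e-06, and 0.56, 0.52 and 0.47 with an estimated correlation). *htz1Δ swc5Δ* has 20 up-regulated genes called in neither of its single mutants, against 2 and 3 in the other doubles. Of 17 iron regulon genes 12 were higher in it than in wild type (12 over the list alone, median 0.85, camera adjusted p = 5.6e-04, and 0.75 with an estimated correlation). Quantile normalization gives 60 and 60 genes in *htz1Δ swr1Δ*, 43 and 69 in *htz1Δ swc2Δ* and 51 and 61 in *htz1Δ swc5Δ*. Without *htz1Δ swc5Δ* replicate 2, 21 genes are up-regulated in that strain.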

Figure S3 Venn diagrams showing the number of genes that were commonly misregulated (2-fold cutoff) by (A) (htz1Δ but no swr1Δ), (htz1Δ but no swc2Δ) and (htz1Δ but no swc5Δ) (B) (htz1Δ and swr1Δ), (htz1Δ and swc2Δ) and (htz1Δ and swc5Δ), (C) (swr1Δ but no htz1Δ), (swc2Δ but no htz1Δ) and (swc5Δ but no htz1Δ) and (D) (htz1Δ swr1Δ), (htz1Δ) and (swr1Δ); (htz1Δ swc5Δ), (htz1Δ) and (swc5Δ); (htz1Δ swc2Δ), (htz1Δ) and (swc2Δ).
(0.19 MB TIF)

Figure S4 (A) Swr1-Myc enrichment at the TOA1 promoter as determined by ChIP analysis of samples in Figure 3C. Both I and IP DNA from cell extracts incubated either with anti-Myc antibody or IgG were amplified by real-time PCR (see Table S4 for oligos). The enrichment is graphed relative to the enrichment in the wild-type strain incubated with IgG, taken as 1. Similar results were obtained using as a control an untagged strain incubated with anti-Myc (data not shown). (B) Histone enrichment at the promoters of BUD3, ARG3 and FIG1 by ChIP analysis. Both I and IP DNA from cell extracts incubated either with anti-H3, anti-H2B, anti-H2A antibodies or IgG were amplified by real-time PCR with amplicons situated at the indicated regions (see Table S4 for oligos). The enrichment is graphed relative to the enrichment in the wild-type strain incubated with IgG, taken as 1. ChIP experiments were performed in BY4741 background.
(0.15 MB TIF)

Figure S5 Analysis of spontaneous DNA breaks as determined by PFGE of yeast chromosomes in htz1Δ, swr1Δ, htz1Δ swr1Δ and wild type.
(0.57 MB TIF)

Table S1 Transcription profiles of htz1Δ relative to swr1Δ, swc2Δ and swc5Δ.
(0.27 MB DOC)

Table S2 Differentially expressed genes in htz1, swr1, swc2, swc5 and double mutants relative to wild type.

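The log2 fold changes of the table for *htz1Δ* against wild type equal those from the deposited values, with a median difference of 0.00 and an SD of 0.00 over 307 genes, *ARG3* and *PHO84* among them. Of its up-regulated genes 118 are among the probe sets tested here, and 115 are called (limma, adjusted p under 0.05, n = 3 cultures per strain), and all 189 of the down-regulated. The deposited values of *swr1Δ*, *swc2Δ* and *swc5Δ* differ from the table by medians of -0.43, 0.35 and 0.25, and after rank mapping by 0.06, -0.01 and 0.10 with SDs of 0.16, 0.17 and 0.12. Of the genes in its *swr1Δ* sheet 39 of 41 up and 83 of 101 down are called here.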

(1.06 MB XLS)

Table S3 Strains.
(0.09 MB DOC)

Table S4 Oligos.
(0.05 MB DOC)

# Supplementary material for: The SWR1 Histone Replacement Complex Causes Genetic Instability and Genome-Wide Transcription Misregulation in the Absence of H2A.Z
**Source:** PLoS One. 2010 Aug 12;5(8):e12143. doi: 10.1371/journal.pone.0012143
**Supplement:** Table S1 — Transcription profiles of htz1Δ relative to swr1Δ, swc2Δ and swc5Δ. (0.27 MB DOC)

***Table SI.*** *Transcription profiles of htz1∆ relative to swr1∆, swc2∆ and swc5∆*

| ***htz1∆ versus swr1∆*** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | **more than 2** | **genes** | **more than 1.5** | **genes** | | **more than 1.5** | **genes** | **more than 1.2** | **genes** | | --- | --- | --- | --- | | Up-regulated  by *htz1∆* | 311 | Sup. by *swr1∆* | 252 | | Una. by *swr1∆* | 49 | | Inc. by *swr1∆* | - | | Up-regulated  by *htz1∆*  and *swr1∆* | 84 | Sup. by *swr1∆* | 10 | | Una. by *swr1∆* | 74 | | Inc. by *swr1∆* | - | | Up-regulated  by *htz1∆*  and *swr1∆* | 84 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 84 | | Inc. by *htz1∆* | - | | Up-regulated  by *swr1∆* | 71 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 71 | | Inc. by *htz1∆* | - | | Down-regulated  by *htz1∆* | 355 | Sup. by *swr1∆* | 261 | | Una. by *swr1∆* | 93 | | Inc. by *swr1∆* | 1 | | Down -regulated  by *htz1∆*  and *swr1∆* | 197 | Sup. by *swr1∆* | 36 | | Una. by *swr1∆* | 148 | | Inc. by *swr1∆* | 13 | | Down -regulated  by *htz1∆*  and *swr1∆* | 197 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 197 | | Inc. by *htz1∆* | - | | Down -regulated  by *swr1∆* | 109 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 109 | | Inc. by *htz1∆* | - | |
| **Up-regulated**  **by *htz1∆*** | Up-regulated  by *htz1∆* | 106 | Sup. by *swr1∆* | 84 |
| Una. by *swr1∆* | 22 |
| Inc. by *swr1∆* | - |
| Up-regulated  by *htz1∆*  and *swr1∆* | 20 | Sup. by *swr1∆* | 2 |
| Una. by *swr1∆* | 17 |
| Inc. by *swr1∆* | 1 |
| **Up-regulated**  **by *swr1∆*** | Up-regulated  by *htz1∆*  and *swr1∆* | 20 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 20 |
| Inc. by *htz1∆* | - |
| Up-regulated  by *swr1∆* | 21 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 21 |
| Inc. by *htz1∆* | - |
| **down- regulated**  **by *htz1∆*** | Down-regulated  by *htz1∆* | 124 | Sup. by *swr1∆* | 90 |
| Una. by *swr1∆* | 34 |
| Inc. by *swr1∆* | - |
| Down -regulated  by *htz1∆*  and *swr1∆* | 74 | Sup. by *swr1∆* | 7 |
| Una. by *swr1∆* | 64 |
| Inc. by *swr1∆* | 3 |
| **down- regulated**  **by *swr1∆*** | Down -regulated  by *htz1∆*  and *swr1∆* | 74 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 74 |
| Inc. by *htz1∆* | - |
| Down -regulated  by *swr1∆* | 34 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 34 |
| Inc. by *htz1∆* | - |

| ***htz1∆ versus swc2∆*** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | **more than 2** | **genes** | **more than 1.5** | **genes** | | **more than 1.5** | **genes** | **more than 1.2** | **genes** | | --- | --- | --- | --- | | Up-regulated  by *htz1∆* | 323 | Sup. by *swc2∆* | 250 | | Una. by *swc2∆* | 73 | | Inc. by *swc2∆* | - | | Up-regulated  by *htz1∆*  and *swc2∆* | 72 | Sup. by *swc2∆* | 19 | | Una. by *swc2∆* | 52 | | Inc. by *swc2∆* | 1 | | Up-regulated  by *htz1∆*  and *swc2∆* | 72 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 72 | | Inc. by *htz1∆* | - | | Up-regulated  by *swc2∆* | 66 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 66 | | Inc. by *htz1∆* | - | | Down-regulated  by *htz1∆* | 370 | Sup. by *swc2∆* | 230 | | Una. by *swc2∆* | 102 | | Inc. by *swc2∆* | - | | Down -regulated  by *htz1∆*  and *swc2∆* | 182 | Sup. by *swc2∆* | 36 | | Una. by *swc2∆* | 142 | | Inc. by *swc2∆* | 4 | | Down -regulated  by *htz1∆*  and *swc2∆* | 182 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 182 | | Inc. by *htz1∆* | - | | Down -regulated  by *swc2∆* | 76 | Sup. by *htz1∆* | - | | Una. by *htz1∆* | 76 | | Inc. by *htz1∆* | - | |
| **Up-regulated**  **by *htz1∆*** | Up-regulated  by *htz1∆* | 109 | Sup. by *swc2∆* | 83 |
| Una. by *swc2∆* | 26 |
| Inc. by *swc2∆* | - |
| Up-regulated  by *htz1∆*  and *swc2∆* | 17 | Sup. by *swc2∆* | 1 |
| Una. by *swc2∆* | 16 |
| Inc. by *swc2∆* | - |
| **Up-regulated**  **by *swc2∆*** | Up-regulated  by *htz1∆*  and *swc2∆* | 17 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 17 |
| Inc. by *htz1∆* | - |
| Up-regulated  by *swc2∆* | 21 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 21 |
| Inc. by *htz1∆* | - |
| **down- regulated**  **by *htz1∆*** | Down-regulated  by *htz1∆* | 129 | Sup. by *swc2∆* | 77 |
| Una. by *swc2∆* | 52 |
| Inc. by *swc2∆* | - |
| Down -regulated  by *htz1∆*  and *swc2∆* | 69 | Sup. by *swc2∆* | 11 |
| Una. by *swc2∆* | 58 |
| Inc. by *swc2∆* | - |
| **down- regulated**  **by *swc2∆*** | Down -regulated  by *htz1∆*  and *swc2∆* | 69 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 69 |
| Inc. by *htz1∆* | - |
| Down -regulated  by *swc2∆* | 17 | Sup. by *htz1∆* | - |
| Una. by *htz1∆* | 17 |
| Inc. by *htz1∆* | - |

| ***htz1∆ versus swc5∆*** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | **more than 2** | **genes** | **more than 1.5** | **genes** | | **more than 1.5** | **genes** | **more than 1.2** | **genes** | | --- | --- | --- | --- | | Up-regulated  by *htz1∆* | 336 | Sup. by *swc5∆* | 231 | | Una. by *swc5∆* | 102 | | Inc. by *swc5∆* | - | | Up-regulated  by *htz1∆*  and *swc5∆* | 62 | Sup. by *swc5∆* | 15 | | Una. by *swc5∆* | 47 | | Inc. by *swc5∆* | - | | Up-regulated  by *htz1∆*  and *swc5∆* | 62 | Sup. by *htz1∆* | 2 | | Una. by *htz1∆* | 60 | | Inc. by *htz1∆* | - | | Up-regulated  by *swc5∆* | 34 | Sup. by *htz1∆* | 2 | | Una. by *htz1∆* | 32 | | Inc. by *htz1∆* | - | | Down-regulated  by *htz1∆* | 333 | Sup. by *swc5∆* | 183 | | Una. by *swc5∆* | 150 | | Inc. by *swc5∆* | - | | Down -regulated  by *htz1∆*  and *swc5∆* | 219 | Sup. by *swc5∆* | 77 | | Una. by *swc5∆* | 142 | | Inc. by *swc5∆* | - | | Down -regulated  by *htz1∆*  and *swc5∆* | 219 | Sup. by *htz1∆* | 18 | | Una. by *htz1∆* | 201 | | Inc. by *htz1∆* | - | | Down -regulated  by *swc5∆* | 88 | Sup. by *htz1∆* | 20 | | Una. by *htz1∆* | 68 | | Inc. by *htz1∆* | - | |
| **Up-regulated**  **by *htz1∆*** | Up-regulated  by *htz1∆* | 110 | Sup. by *swc5∆* | 84 |
| Una. by *swc5∆* | 26 |
| Inc. by *swc5∆* | - |
| Up-regulated  by *htz1∆*  and *swc5∆* | 16 | Sup. by *swc5∆* | 4 |
| Una. by *swc5∆* | 12 |
| Inc. by *swc5∆* | - |
| **Up-regulated**  **by *swc5∆*** | Up-regulated  by *htz1∆*  and *swc5∆* | 16 | Sup. by *htz1∆* | 1 |
| Una. by *htz1∆* | 15 |
| Inc. by *htz1∆* | - |
| Up-regulated  by *swc5∆* | 7 | Sup. by *htz1∆* | 1 |
| Una. by *htz1∆* | 6 |
| Inc. by *htz1∆* | - |
| **down- regulated**  **by *htz1∆*** | Down-regulated  by *htz1∆* | 104 | Sup. by *swc5∆* | 63 |
| Una. by *swc5∆* | 41 |
| Inc. by *swc5∆* | - |
| Down -regulated  by *htz1∆*  and *swc5∆* | 94 | Sup. by *swc5∆* | 29 |
| Una. by *swc5∆* | 65 |
| Inc. by *swc5∆* | - |
| **down- regulated**  **by *swc5∆*** | Down -regulated  by *htz1∆*  and *swc5∆* | 94 | Sup. by *htz1∆* | 11 |
| Una. by *htz1∆* | 83 |
| Inc. by *htz1∆* | - |
| Down -regulated  by *swc5∆* | 55 | Sup. by *htz1∆* | 10 |
| Una. by *htz1∆* | 45 |
| Inc. by *htz1∆* | - |

# Supplementary material for: The SWR1 Histone Replacement Complex Causes Genetic Instability and Genome-Wide Transcription Misregulation in the Absence of H2A.Z
**Source:** PLoS One. 2010 Aug 12;5(8):e12143. doi: 10.1371/journal.pone.0012143
**Supplement:** Table S3 — Strains. (0.09 MB DOC)

Table S3

| Straina | Relevant genotype | Source |
| --- | --- | --- |
| BY4741 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0* | Euroscarf |
| BYh1b1-6A | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 bar1Δ::hyg* | This work |
| Y03693 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swr1∆::kanMX4* | Euroscarf |
| BYh1s1-2A | *MATα his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swr1∆::kanMX4* | This work |
| BYh1s1-8D | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swr1∆::kanMX4* | This work |
| Y04319 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swc2∆::kanMX4* | Euroscarf |
| BYh1s2-1B | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swc2∆::kanMX4* | This work |
| BYh1s2-1C | *MATα his3∆1 leu2∆0 ura3∆0 lys2∆0 met15∆0 htz1∆::kanMX4 swc2∆::kanMX4* | This work |
| BYs1s2-1 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swc2∆::kanMX4 swr1Δ::hyg* | This work |
| BYs1s2-4 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swc2∆::kanMX4 swr1Δ::hyg* | This work |
| BYs1s2-5 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swc2∆::kanMX4 swr1Δ::hyg* | This work |
| BYh1s1s2-8 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swc2∆::kanMX4 swr1Δ::hyg* | This work |
| Y03371 | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 swc5∆::kanMX4* | Euroscarf |
| BYh1s5-4C | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 lys2∆0 htz1∆::kanMX4 swc5∆::kanMX4* | This work |
| BYh1s5-4D | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swc5∆::kanMX4* | This work |
| BYh1s5-13B | *MATα his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swc5∆::kanMX4* | This work |
| BYh1s5-13D | *MATa his3∆1 leu2∆0 ura3∆0 met15∆0 htz1∆::kanMX4 swc5∆::kanMX4* | This work |
| SWR1TAP | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 SWR1TAP::HIS3MX6* | Open biosystems |
| SWR1TAPh1-1b | *MATα his3∆1 leu2∆0 met15∆0 ura3∆0 SWR1TAP::HIS3MX6 htz1∆::kanMX4* | This work |
| SWR1TAPs2-1c | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 SWR1TAP::HIS3MX6 swc2∆::kanMX4* | This work |
| SWR1TAPs5-7d | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 lys2∆0 SWR1TAP::HIS3MX6 swc5∆::kanMX4* | This work |
| HTZ1TAP | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 HTZ1TAP::HIS3MX6* | Open biosystems |
| HTZ1TAPs1-5C | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 HTZ1TAP::HIS3MX6 swr1∆::kanMX4* | This work |
| HTZ1TAPs5-2B | *MATa his3∆1 leu2∆0 met15∆0 ura3∆0 HTZ1TAP::HIS3MX6 swc5∆::kanMX4* | This work |
| W303-1aR5 | *MATa leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 RAD5* | A. Aguilera |
| W303h1 | *MATa leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 RAD5 htz1::hyg* | This work |
| W303s1 | *MATα leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 RAD5 swr1::kanMX4* | This work |
| W303h1s1-1A | *MATa leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 RAD5 htz1::hyg swr1::kanMX4* | This work |
| W303h1s1-3C | *MATα leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 RAD5 htz1::hyg swr1::kanMX4* | This work |
| JDY22 | *MATα leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 hta1-S129* hta2-S129** | Downs et al. 2000 |
| W303hta12sz-1C | *MATα leu2-3,112 trp1-1 ura3-1 ade2-1 can1-100 his3-11 hta1-S129* hta2-S129* htz1::hyg* | This work |
| JKM179 | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO* | Lee et al. 1998 |
| JKMh1 | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO htz1::hyg* | This work |
| JKMs1 | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO swr1::KanMx4* | This work |
| JKMh1s1 | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO htz1::hyg swr1::KanMx4* | This work |
| JKM-MycS | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO SWR1MYC::KanMx4* | This work |
| JKMh1-MycS | *MATα hml::ADE1 hmr::ADE1 ade1-100 leu2-3,112 lys5 trp1::hisG ura3-S2 ade3::GAL::HO htz1::hyg SWR1MYC::KanMx4* | This work |
| BY4733 | *MATa his3-200 leu2 met15 trp1-63 ura3* | Research Genetics |
| GA-2264 | *MATa his3-200 leu2 met15 trp1-63 ura3* *ino80∆TRP1* | Shen et al. 2000 |
| BY33h1 | *MATa his3-200 leu2 met15 trp1-63 ura3* *htz1::hyg* | This work |
| BY33i80h1 | *MATa his3-200 leu2 met15 trp1-63 ura3* *ino80∆TRP1htz1::hyg* | This work |
| BY33s1 | *MATa his3-200 leu2 met15 trp1-63 ura3 swr1::hyg* | This work |
| BY33i80s1 | *MATa his3-200 leu2 met15 trp1-63 ura3* *ino80∆TRP1swr1::hyg* | This work |
| BY33h1s1 | *MATa his3-200 leu2 met15 trp1-63 ura3 swr1::hyg* *htz1::kanMX4* | This work |

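The arrays carry the marks of the strain construction beyond the deleted subunits. *BAR1*, the protease that degrades the mating pheromone α-factor, fell by 9.30 (log2) in *htz1Δ*, from 12.24 ± 0.03 to 2.94 ± 0.28 (SD, n = 3 cultures; standard error 0.11, adjusted p = 2.6e-22, limma), and in no other strain. *LYS2*, of lysine synthesis, fell by 7.25 in *htz1Δ swc5Δ*. It rose by 1.26 in *htz1Δ* (standard error 0.42, adjusted p = 0.017), where *LYS1* rises, but this is lost without *htz1Δ* replicate 3 (0.85, adjusted p = 0.12). *LEU2*, *URA3* and *MET17*, absent from all strains, stay at 2.4 to 5.0. Suppression is measured between a *bar1Δ* strain and *BAR1* double mutants, and in 1 of the 3 also between *LYS2* and *lys2Δ0*.

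**Figure D3:**
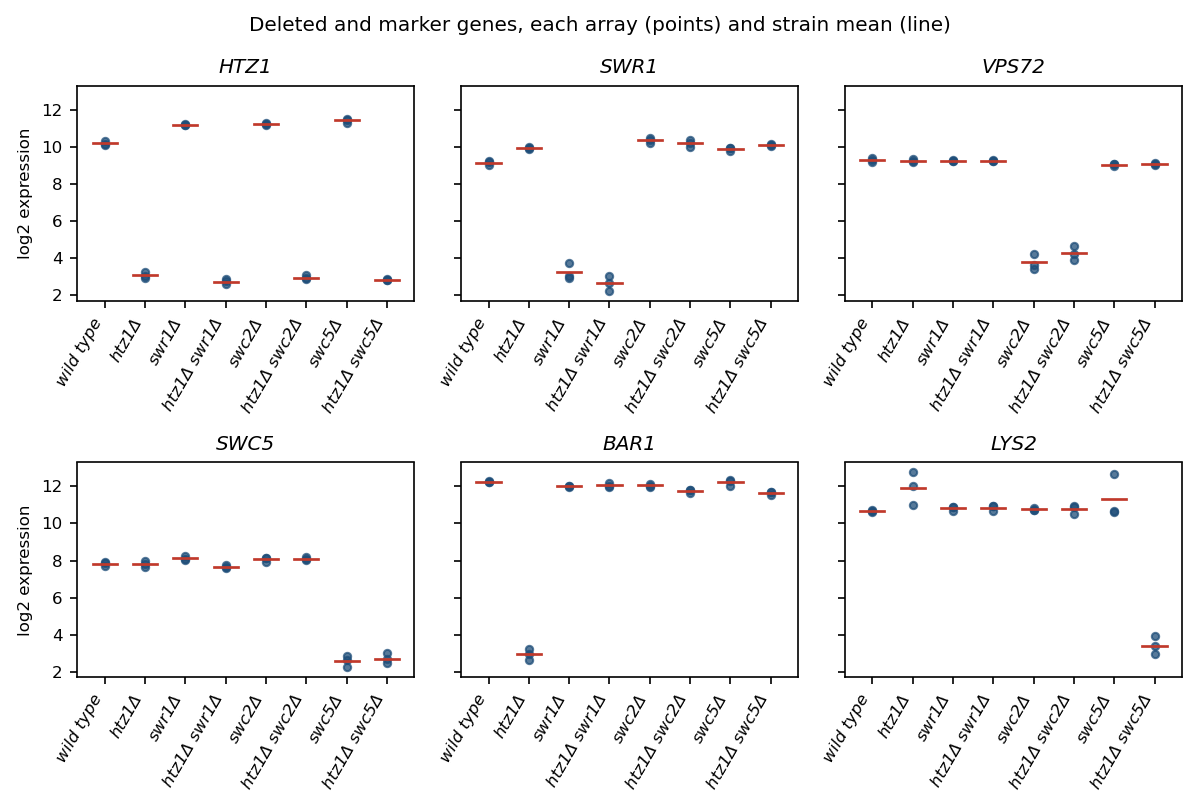
Log2 expression of *HTZ1*, *SWR1*, *VPS72*, *SWC5*, *BAR1* and *LYS2* on the arrays of each of the 8 strains (points), with the strain mean as a red line. Each deleted gene lies lowest in the strains that lack it, and *BAR1* is low in *htz1Δ* alone.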

aAll strains are isogenic to BY4741, except W303 and JDY22 strains that are isogenic to W303-1a, BY33 and GA-264 that are isogenic to BY4733, and JKM strains that are isogenic to JKM179.

# Supplementary material for: The SWR1 Histone Replacement Complex Causes Genetic Instability and Genome-Wide Transcription Misregulation in the Absence of H2A.Z
**Source:** PLoS One. 2010 Aug 12;5(8):e12143. doi: 10.1371/journal.pone.0012143
**Supplement:** Table S4 — Oligos. (0.05 MB DOC)

**Table S4**

| oligoa | Sequence |
| --- | --- |
| ForBUD3prom | AACACTAGTTTGTCTGTACTCGCATTC |
| RevBUD3prom | ACAGCCCGAACACGTAATGAG |
| ForBUD3 | CTGCGTCTTCTTATCCTGAAAAACT |
| RevBUD3 | ATTCGTCGCCTTCCCAATTA |
| ForTOA1 | GAAAAGATGAAGAAGCCAAATAACAA |
| RevTOA1 | TGAGCTTGCCCCCGATAAT |
| ForYNL116Wp | AGAAGTCGAGAAAGTATAGCAAC |
| RevYNL116Wp | TTCCACGGTATATCCTTTGCTGA |
| ForSSM4p | GAGCCCCTACAGGGCTATCT |
| RevSSM4p | CTCAATCGATGCGTTTTCAA |
| ForHOcs | ACAAAATGCAGCACGGAATA |
| RevHOcs | TCTTCCCAATATCCGTCACC |
| ForP1kbL | GGGTTCTCGATGTTCTTTGC |
| RevP1kbL | AAAATAAATCGGCGGATGG |
| ForP0.6kbR | TGGCGGAGGTTGTTTATCTT |
| RevP0.6kbR | AAGACGATGGGGAGTTTCAA |
| ForFIG1 5’ | ATGCCCAGAATATTTGCATTAGC |
| RevFIG1 5’ | GACTGATTTGACGGGTTGTAACAG |
| ForARG3prom | ATATAAATCGACTTTTCACCTCTA |
| RevARG3prom | GGTAACGAGTGTACAAGTTGATGGG |

a Oligos used for real-time PCR amplifications

How the deposited data were processed for this re-analysis (not part of the article)

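RNA was measured in 8 strains of *Saccharomyces cerevisiae*, wild type (BY4741), *htz1Δ*, *swr1Δ*, *swc2Δ*, *swc5Δ*, *htz1Δ swr1Δ*, *htz1Δ swc2Δ* and *htz1Δ swc5Δ*, with 3 independent cultures per strain and 1 array per culture, 24 in all. The labels number the cultures of a strain 1 to 3 and say no more. Across strains, residuals of arrays with the same number are somewhat more alike (median correlation 0.09 against -0.04 for different numbers). The reported fit has no block for this. The authors processed the scanned arrays by RMA (background correction, quantile normalization and median polish) and deposited log2 expression values, 1 column per array. The values lie between 1.61 and 14.72. Which arrays were normalized together is not stated. The labels give *swr1Δ* replicates 2 and 3 other strain names than replicate 1, and the 3 were taken as cultures of 1 strain, as the paper describes them.

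Of the 10928 probe sets, 5498 are assigned by the array annotation to exactly 1 *S. cerevisiae* gene (5449 genes) and were tested. The others belong to another species on the array (1747) or have no gene here (3683). Gene names and the order of 6002 protein-coding genes along the chromosomes came from the reference genome annotation, and no coordinates were used. The median of the tested probe sets is 9.76 and that of the other species' 2.82, and 98.7% of the tested lie above the 95th percentile of the latter.

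The design set before the data were opened names 1 limma fit over all arrays and no further normalization, that is the values as deposited, and the reported results depart from it. The arrays of *swr1Δ*, *swc2Δ* and *swc5Δ* lie at other levels than those of the 5 other strains, which share 1 level. Before any comparison was run, quantile normalization of all 24 arrays was set in place of the deposited levels. After the counts under quantile normalization, median centring, the values as deposited and rank mapping had been seen, rank mapping was taken. In it the 15 arrays of wild type, *htz1Δ* and the double mutants keep their deposited values, and each of the 9 other arrays is mapped by rank to the mean distribution of those 15. Its counts lie nearer those of the paper than quantile normalization gives, and the choice was made with both in view. A first reason was that these 15 arrays give the fold changes of Table S2 for *htz1Δ* against wild type (SD of the differences 0.00). For the doubles with *swr1Δ*, *swc2Δ* and *swc5Δ* the match is near but not exact (SDs of 0.10, 0.06 and 0.05). The other reasons were that quantile normalization pulls the low ends of all arrays together, and that the deposited levels shift all genes of 3 strains. That these 3 strains come from separate RMA runs is an inference from the levels. Fold changes of *htz1Δ* and the double mutants against wild type and each other use deposited values only. Those with *swr1Δ*, *swc2Δ* or *swc5Δ* depend on the mapping. All p values rest on a spread pooled over the 24 arrays, the 9 mapped ones among them. The results under the other settings are in the closing section.

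Comparisons were fitted with limma 3.58.1 (lmFit with 1 mean per strain, contrasts, eBayes) in R 4.3.3 with data.table 1.17.8, and p was adjusted by Benjamini-Hochberg over the tested probe sets within a comparison. The fit has 16 residual degrees of freedom and a prior of 2.80. The median SD between the arrays of a strain is 0.07 to 0.15 (log2). Standard errors are those of the moderated fit. A probe set is called at an adjusted p under 0.05 and over 2-fold, suppressed at an adjusted p under 0.05 and over 1.5-fold against its direction in *htz1Δ*, and altered in a single mutant's list at 1.5-fold in either direction. The second thresholds are 1.5-fold and 1.2-fold. Specific genes are those not called in the single mutant in the same direction and common genes those called in both. Shares have exact (Clopper-Pearson) 95% intervals, and shares of 2 groups were compared with Fisher's exact test. Both treat genes as independent and do not measure the spread between cultures. The overlap expected for independent lists is the product of their sizes over the number of genes they were drawn from. Simulations (50) drew unchanged strains around the fitted means with the fitted spread and kept the shared arrays. Unchanged single mutants also had a random offset from the wild-type means, common to them. Outermost genes are the 15 nearest each chromosome end by order. HZAD members were taken from the marks in Table S2.

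Lists of genes (32) were written before the data were opened, from general knowledge of yeast genes. Table S2 had been seen by then, so the lists for phosphate, DAN/TIR cell wall, arginine, general stress, drug transport, iron and meiosis genes are not blind to it. Lists were tested with camera at its preset correlation of 0.01 between genes and with an estimated correlation, adjusted over the lists of a comparison. Genes are named in the text by a rule set before the data, namely genes deleted or marked in the strains, genes the paper names, the 10 largest rises and 10 largest falls in *htz1Δ* and 5 and 5 in the other strains among called genes whose 3 and 3 arrays do not overlap (10% of unchanged genes do not overlap by chance), the 5 and 5 most suppressed in each double mutant, up to 5 altered genes per direction, and up to 4 members of a list.

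The procedure was tested on simulated data with 5498 genes, in which 100 of 100 genes set to a 1.5 change (log2) and 100 of 100 set to 2.5 were called, 50 of 50 set as suppressed were found and 0 of 50 others, and a strain shifted in level without change gave 0 calls with the rank mapping and 9 without. The shift kept the order of genes, so the mapping undid it by construction. The changed genes were drawn without the dimmest and brightest, so calls near background were not tested. The alternatives tried are a replicate block, fits of the compared strains alone, median centring, quantile normalization, an intensity trend in eBayes, the dimmest 25% of probe sets left out, all probe sets, cross-hybridizing probe sets left out, other thresholds, 10 and 25 outermost genes, each array left out in turn, and suppression measured against an *htz1Δ* array held out of the call. The values as deposited, the planned fit, were run as well. Chosen after the data were seen were the rank mapping, single-mutant calls taken from Table S2, the mating genes with *BAR1* left out, and the genes of chromosome V left out. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The sheet of Table S2 with 1.5-fold genes of *htz1Δ* was held only in part and was not used here. Chromatin immunoprecipitation, growth and genetic data of the paper were not analysed here.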

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

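The interaction comparisons and the *HTZ1* mRNA in *swc2Δ* were chosen after values had been seen. The gene lists were fixed before, but after Table S2 of the paper had been seen. Results stand here for a tested difference of 1 effect between 2 backgrounds, or for a signal in genes outside those the paper discusses. Groups of 3 arrays are too small for the test of single outlying samples.

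Many genes change differently on loss of Htz1 in strains with and without *SWR1*, *SWC2* or *SWC5*. The change with these genes present (*htz1Δ* against wild type) and without *SWR1* (*htz1Δ swr1Δ* against *swr1Δ*) differs by over 2-fold in 279 genes at an adjusted p under 0.05 (limma interaction term, n = 3 cultures per strain), and the same holds for 277 genes with *SWC2* and 366 with *SWC5*. Of the genes at 2-fold 170, 183 and 237 have the higher change without *SWR1*, *SWC2* and *SWC5* and 109, 94 and 129 the lower. The single mutant is the only strain of each interaction whose deposited arrays lie at another level, so an effect of that level is part of this term and was not separated. The *htz1Δ* strain also lacks *BAR1* and the 3 other strains do not, so neither was an effect of that deletion. In the comparison with *SWC5*, *htz1Δ swc5Δ* also lacks *LYS2*, and chromosome V lies above all genes on *swc5Δ* replicates 2 and 3. Effects of these were not separated.

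Groups of genes the paper does not discuss moved in *htz1Δ* at the preset correlation of camera. Medians rose for arginine synthesis (1.50), pheromone response (0.89), general stress (0.75), other amino acid synthesis (0.54), heat shock (0.43) and G1/S genes (0.43; 9 of 14 higher, 10 over the list alone, adjusted p = 0.0056), such as the cyclin *CLB6* (1.13) and the repressor *YOX1* (1.09). This strain also lacks *BAR1*, which degrades α-factor, and the pheromone rise was not separated from that deletion. Phosphate starvation genes fell (-1.21). With an estimated correlation none of these 7 lists passes (adjusted p = 0.92 each). In *htz1Δ swc2Δ* ribosome biogenesis genes were above wild type (median 0.11, 10 of 30 higher, adjusted p = 0.0045, 0.78 with an estimated correlation), and in *htz1Δ swc5Δ* the same list (0.12, 9 of 30, 8 over the list alone, adjusted p = 0.031, 0.89 with an estimated correlation), the iron regulon (0.85, adjusted p = 5.6e-04, 0.75 with an estimated correlation) and damage-induced transcripts (0.32, 6 of 9 higher and 1 lower, adjusted p = 0.049, 0.68 with an estimated correlation).

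*HTZ1* mRNA rose by 1.05 in *swc2Δ*, a mutant in which the paper does not discuss it. No measure of Htz1 protein was used here.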

How the results depend on the processing

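The counts rest on 3 arrays per strain, on a 2-fold threshold near which many genes lie, and for *swr1Δ*, *swc2Δ* and *swc5Δ* on how their arrays are brought to the level of the others. The values as deposited are the planned fit, from which the reported values depart. Single-mutant calls from Table S2, the mating genes left out and chromosome V left out were chosen after the data were seen, and so was the rank mapping itself. Residuals of arrays with the same replicate number correlate at -0.37 to 0.62 (median 0.09, 42 of 84 above 0.1). Those with different numbers correlate at -0.50 to 0.36 (median -0.04, 34 of 168 above 0.1), and 19 of 24 arrays match their own number best. A replicate block moved no count by over 1.5 times and no share beyond its 95% interval (117 genes up and 195 down in *htz1Δ*). It brought 5 comparisons of named genes and 1 list, ribosome biogenesis in *htz1Δ*, past the threshold. By the same measure nothing moved with calls from Table S2 (20 of 53 results run), the mating genes left out (30), chromosome V left out (52) and 10 or 25 outermost genes. Apart from the thresholds, whose effect follows from their construction, the cause of these movements was not tested.

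Quantile normalization of all arrays gives 60 genes down in *htz1Δ swr1Δ*, 62 up in *swc2Δ*, 43 up in *htz1Δ swc2Δ* and 52 up in *swc5Δ*. The share suppressed by *swr1Δ* is then 53.7% up and 57.6% down, of specific genes 65.1% and 81.1%, 6.82% of common down-regulated genes are suppressed by *swc2Δ*, and 0 down-regulated genes of *swr1Δ* are altered. It shares 113 up- and 135 down-regulated genes of *htz1Δ*, and reverses 2 falls in *htz1Δ* without passing, *GAL2* (0.02) and *DDI3* (0.25). Median centring gives 4 altered down-regulated genes of *swr1Δ* and 10 genes called in all single mutants and not in *htz1Δ*, and shares 112 and 195 genes of *htz1Δ*.

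The values as deposited give 15 up and 337 down in *swr1Δ*, 125 and 38 in *swc2Δ*, 75 and 82 in *swc5Δ*, and 385 genes between *htz1Δ* and *swr1Δ*. The shares of *htz1Δ* genes not called in the single mutants are 92.2% and 38.5% (*swr1Δ*), 71.6% and 82.1% (*swc2Δ*), 78.4% and 66.2% (*swc5Δ*). Suppressed are 0% of common up-regulated genes with *swr1Δ*, 88% of specific and 25% of common down-regulated genes with *swr1Δ*, and 51.2% and 36.4% with *swc5Δ* (Fisher's exact test, p = 0.068). Altered genes are 0 and 104 (*swr1Δ*), 31 and 5 (*swc2Δ*) and 25 up (*swc5Δ*), 62.9% of HZAD genes fall in *swr1Δ*, and 3 genes are called in all single mutants and not in *htz1Δ*.

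With the dimmest 25% of probe sets left out, 46 genes are down in *htz1Δ*; up and down counts are 25 and 7 in *swr1Δ*, 23 and 6 in *htz1Δ swr1Δ*, 20 and 8 in *swc2Δ*, 14 and 9 in *htz1Δ swc2Δ*, 13 and 25 in *swc5Δ*, 21 and 7 in *htz1Δ swc5Δ*. Altered are 0 and 0 genes of *swr1Δ*, 0 up of *swc2Δ* and 3 and 12 of *swc5Δ*. Of down-regulated genes 95.7%, 93.5% and 71.7% are not called in *swr1Δ*, *swc2Δ* and *swc5Δ*. Suppressed are 82.6% of down-regulated genes by *swr1Δ* (specific 86.4%, common 0%), 71.7% by *swc2Δ* (76.7%, 0%) and 73.9% by *swc5Δ* (72.7%, 76.9%, p = 1.00), 27 by all 3, with 0% of common up-regulated genes by *swc2Δ*, and 71% specific against 33.3% common by *swc5Δ* (Fisher's exact test, p = 0.053). HZAD genes are 23.9%, outermost genes 28.3%, HZAD genes also down in *swr1Δ* 0%, repair genes 1, genes of all single mutants 2, and genes between *htz1Δ* and *swr1Δ* 70.

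All probe sets give 49 up in *htz1Δ swc2Δ*, 60 in *swc5Δ* and 66 in *htz1Δ swc5Δ*, 12 and 11 altered genes of *swr1Δ* and 7 down of *swc2Δ*, 76.8% and 76.1% of up-regulated genes not called in *swc2Δ* and *swc5Δ*, 52.9% suppressed by *swc5Δ*, and 11 lists called. Leaving out cross-hybridizing probe sets gives 29.4% outermost genes. An intensity trend, and fits of 2 strains alone, each alter 1 up-regulated gene of *swc2Δ*, and the latter 2 and 8 of *swc5Δ*. The estimated correlation calls 0 lists.

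At 1.5-fold and 1.2-fold the up and down counts are 367 and 528 (*htz1Δ*), 179 and 268 (*swr1Δ*), 136 and 299 (*htz1Δ swr1Δ*), 152 and 280 (*swc2Δ*), 119 and 280 (*htz1Δ swc2Δ*), 154 and 305 (*swc5Δ*), 168 and 303 (*htz1Δ swc5Δ*), 575 between *htz1Δ* and *swr1Δ*. Altered are 6 and 6 (*swr1Δ*), 2 down (*swc2Δ*), 22 and 69 (*swc5Δ*), suppressed by all 3 165 and 174, specific up by *swc2Δ* 80%, not called in *swc5Δ* 77.4%. HZAD genes are 11.7%, outermost 20.5%, HZAD genes in *swr1Δ* 62.9%, repair genes 6, genes of all single mutants 36. Fold alone gives 80.4% of specific up-regulated genes suppressed by *swc2Δ*, and alters 6 and 3 genes of *swc2Δ*, 13 up of *swc5Δ* and 5 down of *swr1Δ*. At an adjusted p under 0.01 up-regulated genes suppressed are 49.5% by *swr1Δ* (specific 60.2%), 47.6% by *swc2Δ* (55.7%, common 0%), 48.5% by *swc5Δ* (52.9%, common 25%, p = 0.056, Fisher's exact test), 30 by all 3; down-regulated 3.03% of common by *swr1Δ*, 35.4% by *swc2Δ* (49.6%, 8.96%) and 37% by *swc5Δ* (specific 44.1%); altered 1 up of *swc2Δ*, 1 down of *swr1Δ* and 20 down of *swc5Δ*. Against *htz1Δ* replicate 1 held out of the call, *swc5Δ* suppresses 55.8% of up-regulated genes (specific 60.6%).

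Leaving out 1 array at a time left 483 results the same, moved 42 and weakened 6; for named genes 1946 stayed, 110 weakened and 8 became stronger. The ranges are, for up-regulated genes, 29 to 55 in *swc5Δ* and 21 to 42 in *htz1Δ swc5Δ*; suppressed by *swr1Δ* 44.6 to 64.2% (specific 55.7 to 75.5%), by *swc2Δ* 45.3 to 67.5% (52 to 75.7%, common 0 to 17.6%), by *swc5Δ* 46.5 to 68.6% (50.6 to 75.7%, common 18.8 to 33.3%), by all 3 28 to 61; altered 0 to 1 (*swr1Δ*), 1 to 2 (*swc2Δ*), 4 to 29 (*swc5Δ*). For down-regulated genes they are 36.9 to 50% suppressed by *swc5Δ* (specific 43 to 61.2%, common 27.9 to 37.2%), altered 1 to 3 (*swr1Δ*) and 19 to 68 (*swc5Δ*), and genes of all single mutants 3 to 11. The lowest suppression of up-regulated genes comes without *htz1Δ* replicate 2 for *swr1Δ* and *swc5Δ*, and without *htz1Δ swc2Δ* replicate 3 for *swc2Δ*.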

Differences from the paper's values

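The rank mapping, from which the values here come, and chromosome V left out were chosen after the data were seen. The values as deposited are the planned fit, and the other settings named here were set before the data were examined. Counts are at the paper's thresholds, over the probe sets assigned to a yeast gene.

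For genes of *swr1Δ* altered by *htz1Δ*, Table S1 of the paper gives 0 up-regulated and 0 down-regulated, against 1 and 2 here, the 1 being *HTZ1* itself, which the double mutant lacks. The up-regulated value is within the paper's with the dimmest 25% of probe sets left out (0) and without wild type replicate 2 or 3 or *swr1Δ* replicate 1, and it stays different with a replicate block, fits of 2 strains, median centring, quantile normalization, an intensity trend, cross-hybridizing probe sets left out, fold alone and an adjusted p under 0.01 (1 each) and all probe sets (12). The values as deposited also give 0, and drop 26 of the 41 *swr1Δ* genes of the paper that were tested. The down-regulated value is within the paper's with quantile normalization (0) and the dimmest 25% left out (0), and stays different in the others (1 to 11) and with the values as deposited (104).

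For *swc2Δ* Table S1 gives 0 up-regulated genes altered, against 2 here, *HTZ1* and *ECM23*. The dimmest 25% left out gives 0, the others 1 to 6, and the values as deposited 31.

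For *swc5Δ* Table S1 gives 2 up-regulated and 21 down-regulated genes altered, and the text of the paper 23 together, against 6, 34 and 40 here, *HTZ1* among the 6. For the up-regulated genes fits of 2 strains (2) and the dimmest 25% left out (3) are within 1.5 times the paper's value, and a replicate block (7), median centring (6), quantile normalization (9), an intensity trend (7), all probe sets (6), cross-hybridizing probe sets left out (6), an adjusted p under 0.01 (4), fold alone (13), the values as deposited (25) and every array left out are not. For the down-regulated genes an adjusted p under 0.01 (20), cross-hybridizing probe sets left out (31), and leaving out *htz1Δ* replicate 1 (31) or 3 (31), *swc5Δ* replicate 2 (19) or 3 (25), or *htz1Δ swc5Δ* replicate 1 (31) or 2 (20) come within it. A replicate block (36), fits of 2 strains (8), median centring (46), quantile normalization (32), an intensity trend (34), the dimmest 25% left out (12), all probe sets (41), fold alone (51) and the values as deposited (32) do not. For both together an adjusted p under 0.01 (24), *swc5Δ* replicate 2 (23) or 3 (30) left out and *htz1Δ swc5Δ* replicate 2 left out (24) do, and the rest do not.

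At calls of 1.5-fold and alteration at 1.2-fold Table S1 gives 0 up-regulated and 0 down-regulated genes altered in *swr1Δ* and in *swc2Δ* and 4 and 38 in *swc5Δ*, against 6 and 6, 2 and 2, and 22 and 69 here.

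For genes up-regulated in both *htz1Δ* and *swr1Δ* at 1.5-fold the paper gives 10 suppressed at 1.2-fold, against 19 here. Within 1.5 times are the dimmest 25% left out (14) and leaving out *htz1Δ* replicate 2 (14) or 3 (13), *swr1Δ* replicate 1 (13), or *htz1Δ swr1Δ* replicate 1 (14), 2 (15) or 3 (13). A replicate block (23), fits of 2 strains (25), median centring (19), quantile normalization (27), an intensity trend (21), all probe sets (16) and cross-hybridizing probe sets left out (19) are not.

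The paper states that genes of DNA repair are absent from those misregulated in *htz1Δ*. Here *TOP3* and *CHK1* of the 4 lists are called, and the other 73 genes are not, *RAD52* and *RAD53* among them. This is a smaller share than the 116 up- and 195 down-regulated of all 5498 tested genes. Outside the lists *RAD34* and *HIM1* are called, picked out after the values were seen. *CHK1* alone is left with the dimmest 25% of probe sets left out. The paper also states that genes changed only in the single mutants do not overlap to a significant degree. Here 6 are called in all 3 single mutants, with 2 to 36 under the other settings. Simulations without change gave 0, which was fixed since unchanged strains call almost no gene, so they decide nothing here. Of the 6, *GAP1*, *HOP1*, *IRC10* and *MPH2* also fell in *htz1Δ*, below 2-fold.

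The paper states that *HTZ1* mRNA is unaffected in mutants without Swr1 or Swc5, in strains with a tagged Htz1. In the untagged strains here it rose by 1.00 and 1.25 (adjusted p = 5.4e-08 and 3.5e-09, limma), and it passes under every setting that was fitted anew and keeps the gene, at 0.60 and 1.49 with the values as deposited.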

Other observations

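The test that leaves out the listed mating genes and the closer looks at *swc5Δ* replicate 1 and at chromosome V in *swc5Δ* were chosen after values had been seen, and the other tests were set before their results. The genes named for single arrays and for all mutants were picked after their values were seen.

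A set of lysine and arginine synthesis genes differs between cultures of the same strain. In *swc5Δ* replicate 1 stands apart, with *ARG3* at 13.23 (log2) against 8.05 and 8.21, *LYS1* at 12.47 against 8.66 and 8.36, *LYS20*, homocitrate synthase, at 13.38 against 9.75 and 9.76, and *RTC2*, a vacuolar amino acid transporter, at 11.19 against 6.32 and 6.29. Without this array 55 genes are up-regulated in *swc5Δ* and 154 down-regulated, against 29 and 125 with it. In *htz1Δ* replicate 1 is the low one, with *RTC2* at 7.77 against 10.84 and 11.06 and *LYS20* at 11.37 against 12.97 and 13.59. *RTC2* is called in *htz1Δ* (2.37, standard error 0.91, adjusted p = 0.036, limma, n = 3 cultures per strain), a call that ends without *htz1Δ* replicate 2 or 3 or any 1 wild-type array (adjusted p = 0.058 to 0.15) and over all probe sets (0.054).

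Some genes are called the same way in all 7 mutants, 10 up-regulated and 37 probe sets down-regulated, measured against the same 3 wild-type arrays. The former hold *ADA2*, of histone acetylation complexes (3.09 in *htz1Δ*), *HCM1*, a forkhead factor (1.78), and *MPT5*, an mRNA-binding repressor (1.47); the latter *PHO5*, *PHO11* and *STE3*. Many lists did not pass in *htz1Δ* (camera), ribosome biogenesis among them, which passes with a replicate block. For the iron regulon 8 of 17 genes were lower (median -0.48, adjusted p = 0.09), such as *ARN2* (-1.95) and *FIT2* (-1.81), for meiosis 13 of 26 and 2 higher (-0.36, 0.062), for ribosome biogenesis 17 of 30 and 4 higher (-0.30, 0.09), and for ribosomal proteins 32 of 148 and 3 higher (29 and 3 over the list alone; -0.04, 0.094). Lower and higher were 3 and 1 of 6 DAN/TIR cell wall genes (-0.50, 0.44), 4 and 2 of 11 drug transport genes (-0.21, 0.72), with *PDR12* at 1.70, 3 and 2 of 7 galactose genes (4 and 2 over the list alone; -0.45, 0.49), 1 and 4 of 6 a-specific genes (0.40, 0.24), 1 and 2 of 4 alpha-specific genes (0.27, 0.73), 1 and 3 of 9 histone genes (0.02, 0.44) and 2 and 5 of 12 silencing factors (0.10, 0.73), with *SAS5* at -0.85 and *SUM1* at 0.78. They were 2 and 4 of 21 sulfur genes (2 and 3 over the list alone; 0.27, 0.24), 1 and 5 of 14 SWR1 subunits (0.05, 0.26), with *BDF1* at 0.95, 1 and 4 of 9 G2/M genes (0.19, 0.49), 2 and 3 of 11 early G1 genes (-0.04, 0.73), 3 and 5 of 14 microtubule genes (0.12, 0.73), 3 and 2 of 8 NAD genes (-0.21, 0.56), 3 and 3 of 10 genes of 6-azauracil and GTP synthesis (-0.03, 0.96), 3 and 1 of 10 thiamine genes (0.01, 0.86), 1 and 0 of 7 inositol genes (-0.09, 0.75) and 2 and 0 of 9 damage-induced transcripts (0 and 0 over the list alone; -0.08, 0.86).

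Genes up-regulated in *htz1Δ* are suppressed in the double mutants, and the *htz1Δ* strain alone carries a *bar1* deletion. Its pheromone response genes lie above the mean of the doubles by a median of 0.73 (log2), which met the prediction set beforehand for a mating response from that deletion. The paper lists all arrayed strains as *MATa* and describes no α-factor added to these cultures. Whether the deletion alone can give such a response was not tested. Of the 115 genes that all 3 deletions suppress 9 are listed mating genes or *BAR1*, and leaving the listed genes out, a test that decides nothing since only 8 of the 116 up-regulated genes are listed, changes a share by at most -2.90 percentage points. Measured against *htz1Δ* arrays held out of the call, the mean share over 3 arrays is at least 0.885 times that by fold with all arrays (lowest single share 55.8% against 70.7%), which argues against chance values of shared arrays. Effects of the deletion outside these genes stay open, since no strain separates it from the SWR1 complex, the biological explanation of the paper.

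Genes are misregulated in *htz1Δ* on all chromosomes. The chromosome farthest from all genes, chromosome I, differs by a median of -0.08 (log2), which argues against a gained or lost chromosome in that strain. Gains or losses of parts of a chromosome were not tested, and the biological explanation of the design is the loss of Htz1. In *swc5Δ* chromosome V lies 0.20 above all genes (261 genes, 5 of the 29 up-regulated), by 0.33 on replicate 2, 0.39 on replicate 3 and -0.13 on replicate 1, against 0.00 in *htz1Δ swc5Δ*. No explanation of this was tested.

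Many genes down-regulated in *htz1Δ* are dim, 70 of 195 having a mean signal of 4 to 6, where 245 of the tested genes lie. Probe sets for *S. pombe*, which has no RNA here, differ by a median of 0.10 (log2) between *htz1Δ* and wild type at a mean signal of 4 to 6. Only 54 of 1747 such probe sets lie in this range. Yeast genes there differ by -0.56, so in the deposited values the fall is not shared by all probe sets of this signal. RMA had already brought the low ends of arrays processed together to 1 distribution. The test can therefore not decide whether the background itself was lower. Signal near background still limits the sizes of these changes, and the loss of Htz1 is the biological explanation of the design.

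With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Against wild type the real split calls 311 genes in *htz1Δ* (highest other 0), 144 in *swr1Δ* (1), 129 in *swc2Δ* (0), 154 in *swc5Δ* (1), 155 in *htz1Δ swr1Δ* (0), 120 in *htz1Δ swc2Δ* (0) and 119 in *htz1Δ swc5Δ* (0). Against *htz1Δ* the doubles give 144, 103 and 122 (0 each), against their single mutants 3 (0), 2 (4) and 54 (53), and *htz1Δ* against *swr1Δ* 165 (0).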
